# HIRA Is Required for Heart Development and Directly Regulates *Tnni2* and *Tnnt3*

**DOI:** 10.1371/journal.pone.0161096

**Published:** 2016-08-12

**Authors:** Daniel Dilg, Rasha Noureldin M. Saleh, Sarah Elizabeth Lee Phelps, Yoann Rose, Laurent Dupays, Cian Murphy, Timothy Mohun, Robert H. Anderson, Peter J. Scambler, Ariane L. A. Chapgier

## Abstract

Chromatin remodelling is essential for cardiac development. Interestingly, the role of histone chaperones has not been investigated in this regard. HIRA is a member of the HUCA (HIRA/UBN1/CABIN1/ASF1a) complex that deposits the variant histone H3.3 on chromatin independently of replication. Lack of HIRA has general effects on chromatin and gene expression dynamics in embryonic stem cells and mouse oocytes. Here we describe the conditional ablation of *Hira* in the cardiogenic mesoderm of mice. We observed surface oedema, ventricular and atrial septal defects and embryonic lethality. We identified dysregulation of a subset of cardiac genes, notably upregulation of troponins *Tnni2* and *Tnnt3*, involved in cardiac contractility and decreased expression of *Epha3*, a gene necessary for the fusion of the muscular ventricular septum and the atrioventricular cushions. We found that HIRA binds GAGA rich DNA loci in the embryonic heart, and in particular a previously described enhancer of *Tnni2/Tnnt3* (*TTe*) bound by the transcription factor NKX2.5. HIRA-dependent H3.3 enrichment was observed at the *TTe* in embryonic stem cells (ESC) differentiated toward cardiomyocytes *in vitro*. Thus, we show here that HIRA has locus-specific effects on gene expression and that histone chaperone activity is vital for normal heart development, impinging on pathways regulated by an established cardiac transcription factor.

## Introduction

The heart is the first organ to be formed that is vital for embryogenesis. In the post-gastrulation embryo at embryonic day (E) 6.5, the mesodermally derived cardiac crescent appears and undergoes a series of regulated morphological changes leading to a linear heart tube [1]. After heart looping at E9.5, the four chambers are progressively septated. By E15.5 the heart is fully functional. Cardiovascular development is tightly regulated by dynamic gene expression. Epigenetic modifications such as post-translational histone modification have been described to influence development and differentiation [2]. However, little is known of the role of histone chaperone functions during cardiac development.

HIRA is a component of the HUCA complex that deposits the variant histone H3.3 into chromatin independently of cellular replication [3], influencing transcription [3–5], genome integrity [6], fertilization [7], cellular senescence [8], and genome reprogramming [9]. In mouse embryonic stem cells (ESCs), HIRA deposits H3.3 predominantly in genic regions, but also at a subset of enhancer and intergenic regions [4]. *Hira* null embryos display a range of developmental defects during and subsequent to gastrulation [10]. A small proportion of these mutants survived to E10.5 and showed abnormal heart looping and substantial pericardial oedema amongst other defects including abnormal placentation suggesting that the heart defects may have been a secondary effect.

In order to assess the role of HIRA in cardiovascular development, we used a conditional allele of *Hira* in mice in conjunction with various relevant cardiac relevant CRE recombinases to bypass the early lethality of *Hira* null embryos. *Mesp1* is the earliest known marker of cardiac progenitors which give rise to cardiomyocytes, endothelial cells (ECs), epicardial derived cells and smooth muscle cells. We employed *Mesp1Cre* to target *Hira* in these early cardiac progenitors, and then used *Nkx2*.*5Cre*, *Mef2cCre* and *Tie2Cre* drivers to refine requirements of HIRA in the second heart field (SHF) and endothelial lineages.

We show here that HIRA plays a major role in the cardiogenic mesoderm. *Mesp1* conditionally mutant *Hira* embryos presented with generalised oedema and cardiac malformations such as ventricular septal defect (VSD), atrial septal defect (ASD), thin ventricular wall and constricted pulmonary trunk (PT). Using RNAseq we report that, of the most significantly changed genes, absence of HIRA impacts troponins known to be relevant for regulation of muscle contractility, and *Epha3* required for the endothelial to mesenchymal transition (EMT) taking place in the atrioventricular cushions prior to septation and valve formation. Quantitative Chromatin Immunoprecipitation (qChIP) and ChIP followed by sequencing (ChIPseq) analyses show that HIRA is strongly enriched at the common enhancer of troponins *Tnni2* and *Tnnt3* (the *TTe* site) in E12.5 Wild Type (WT) hearts. ESCs differentiated towards cardiomyocytes confirmed this specific HIRA enrichment at the *TTe* site, associated with HIRA-dependent H3.3 deposition. The *TTe* site has been shown to be bound by NKX2.5, as determined by previous ChIP in embryonic hearts [11], and DamID experiments using HL-1 cells [12]. In summary we provide the first indication that histone chaperone complexes have a role in cardiovascular development and suggest that HIRA complexes directly regulate a subset of genes vital for cardiovascular morphogenesis.

## Methods

### Mouse lines

Animal maintenance, husbandry and procedures were carried out in accordance with British Home Office regulations. *Hira* knockout mice have been described previously [10]. The *Hira* pre-conditional allele was generated by the Wellcome Trust Sanger Institute: *Hiratm1a*(EUCOMM) Wtsi, MGI:4431679. The Cre line used were: *Mesp1Cre* (MGI:2176467; *Mesp1tm2*(cre)Ysa), *Mef2CCre* (MGI:3639735 Tg(*Mef2c-cre*)2Blk), *Wnt1Cre* (MGI:2386570; Tg(*Wnt1-cre*)11Rth), *Nkx2*.*5Cre* (MGI:2654594; *Nkx2-5tm1*(cre)Rjs), *Tie2Cre* (MGI: 2450311,Tg(*Tek-cre*)1Ywa). All lines were maintained on a CD1-ICR background.

### Optical projection tomography

Embryos were fixed overnight in 4% PFA/PBS and mounted in low-melting agarose (Life Technologies). Up to E14.5, whole embryos were processed. At E15.5, the trunks were opened and cartilage from the rib cage was discarded to help with the subsequent scanning since cartilage does not clear completely. Samples were then trimmed to remove the excess of agarose and washed in 100% methanol followed by clearing in benzyl alcohol:benzyl benzoate (BABB). Scanning was undertaken using a Bioptonics OPT Scanner 3001M (MRC Technology, Edinburgh, UK). NRecon software (Skyscan NV) was used for image reconstruction from projections using a back-projection algorithm. FIJI (Image J) and Volocity were used for image analysis and 3D reconstruction.

### RNA extraction and sequencing

RNA extraction was done in triplicate from *Mesp1Cre*;*Hira*^*-/fl*^ and *Mesp1Cre*;*Hira*^*+/fl*^ embryonic hearts at E11.5 and E12.5 using the QIAGEN RNeasy mini kit (74104). RNA QC was performed by a 2100 bioanalyzer. RNAseq was processed by Illumina NextSeq 500, and paired ends reads were produced. Reads were aligned and normalised using BOWTIE and DEseq R package. Strand NGS 2.5 software, which uses the DEseq algorithm, was used to incorporate additional downstream analysis such as Gene Ontology. The Mann Whitney unpaired test and Benjamini Hochberg False discovery rate (FDR) were applied. The genes were sorted using the following settings: adjusted p-value ≤ 0.05 and absolute fold change ≥ 1.5. We found 95% of similar results between the two analysis methods.

### Reverse transcription and quantitative real time PCR

The High-Capacity RNA-to-cDNA^™^ Kit (Thermo fisher 4387406) was used to obtain cDNA from the RNA (see above) for the qRT-PCR experiments, according to the manufacturer’s instructions. Primers for qRT-PCR were designed using primer-blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) with the following option: primers must span an exon-exon junction and be separated by at least one intron, thus ensuring amplification of cDNA and not possible gDNA contamination. The PCR product size was set to be between 80 and 160 bp. The standard curve method was performed using SYBR green and results normalised to *Gapdh*. The CFX96 Touch^™^ Real-Time PCR Detection System was used. Following the reaction, melting curves were checked and samples were run on an agarose gel to verify the amplimer size.

### *In situ* hybridisation on paraffin sections

The following plasmids were used: *Tnni2*, Image clone 1448494, *Epha3* Pblu2KSP. They were kindly provided by Tim Mohun and Jeffrey Bush respectively. Briefly, plasmids were linearized using EcoRI and XhoI respectively and RNA synthesised using T3 and T7 RNA polymerase respectively. RNA was extracted from a 1% agarose gel using the QIAquick Gel Extraction Kit (Qiagen). 1 μg of linearised plasmid was used for *in vitro* transcription of probes using a DIG RNA labelling kit (Roche). Probes were purified by precipitation with the addition of 2 μl 0.5M EDTA (pH 8), 5 μl 4 M LiCl and 150 μl ethanol to the reaction and centrifugation of the precipitates.

Paraffin sections were prepared as follow. Briefly, slides were incubated in 20 μg/ml Proteinase K (Sigma-Aldrich) for 8 minutes, washed in 2 mg/ml glycine then PBS, then fixed in 4% PFA/PBS for 20 minutes. Following further PBS washes they were incubated for 1 hour at 70°C in a humidified chamber in hybridisation buffer (50% formamide, 5X SSC pH 4.5, 50 μg/ml yeast RNA, 1% SDS, 50 μg/ml heparin) followed by overnight incubation in hybridisation buffer containing between 1 and 2 μg/ml of antisense RNA probe. Slides were then rinsed twice in 2X SSC buffer pH4.5, followed by three washes at 65°C in Solution I (50% formamide, 5X SSC pH4.5, 1% SDS), two washes in Solution II (50% formamide, 2X SSC pH4.5) and finally two washes at RT in MABT (0.1 M maleic acid, 0.15 M NaCl, 0.01% Tween-20, 2 mM Levamisole (Sigma-Aldrich), pH7.5). Slides were then incubated in blocking solution (2% Boehringer Blocking Reagent (Roche), 10% sheep serum in MABT) for 1 hour followed by overnight incubation at 4°C with an alkaline-phosphatase (AP) conjugated anti-DIG antibody (Roche) diluted 1:2000 in blocking buffer. Following further washes in MABT and AP buffer (100 mM Tris, pH 9.5, 50 mM MgCl2, 100 mM NaCl, 0.1% Tween-20, 2 mM Levamisol), AP activity was detected using BM Purple (Roche) for at least 24 hours.

### HIRA qChIP

30 to 40 E12.5 WT hearts were pooled, washed in PBS and cross-linked for 45 min with 1.5 mM of EGS (Sigma, E3257), followed by 15 min of 1% formaldehyde (from a freshly made filtered stock at 18.5%) at 37°C. The reaction was quenched by the addition of 125 mM of Glycine, left for 15 min at RT. Hearts were lysed in 50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton, 1X anti-protease cocktail (Roche, 04693132001), 1 mM PMSF for 10 min at 4°C (LB1). The hearts were briefly spun down and resuspended in 10 mM Tris-HCL pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1X anti-protease cocktail, 1 mM PMSF for 10 min at 4°C (LB2). Finally the hearts were resuspended in10mM Tris-HCL pH 8.0, 100mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% DOC, 0.5% N-Lauroylsarcosine, 1X anti-protease cocktail and 1mM PMSF (LB3) rolling O/N at 4°C. 5 min sonication at 5 μA with Soniprep 150 MS was completed 30 times, with 5 min on ice in between. Antibodies were coupled to magnetic beads (Dynabeads, InVitrogen, 112.03D) for at least 4 hours at 4C and washed 3 times in LB3. 10% of input was isolated and protein–DNA complexes were immunoprecipitated using WC15 antibody against HIRA, rolling overnight. Beads were then washed once with 20 mM tris pH 8.0, 150 mM NaCl, 0.1% SDS, 1% Triton, 2 mM EDTA (WB1), once with 20 mM Tris pH 8.0, 500 mM NaCl, 0.1% SDS, 1% Triton, 2mM EDTA (WB2), once with 10 mM Tris pH 8.0, 150 mM LiCl, 1% NP-40, 1% DOC, 1 mM EDTA, then TE 10:1, 50 mM NaCl (WB3), and finally in TE 10:1. Samples were treated overnight with 50 mM Tris pH 8.0, 10 mM EDTA and 1% SDS at 65°C (EB), then with RNAse (Qiagen, 19101) for an hour at 25°C and with PK for 2h at 56°C. DNA was purified with QIAGEN’s PCR purification kit (28104). Purified DNA was quantified by quantitative PCR, using the purified input chromatin as a positive control. ChIP enrichment was calculated by normalisation to the Input signal (= 100%).

### NKX2.5 qChIP

E12.5 embryos were dissected in PBS. Hearts were flash frozen and stored at -80°C during genotyping. 20 WT hearts and 20 *Mesp1CreHira*^*fl/*^ hearts were pooled respectively and fixed for 15 min in 1% formaldehyde at 37°C then quenched by 125 mM of Glycine for 15 min at RT. Hearts were lysed in RIPA buffer (50 mM Tris pH7, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 50 mM NaF, 0.5% DOC, 0.1% SD. 2 μM sodium orthovanadate, protease inhibitor cocktail 1X (Roche) and PMSF 1 mM were added prior to the experiment. The hearts in lysis buffer were placed on a rotating wheel at 4°C overnight. A syringe (25G) was used to finish the lysis. The lysates were then sonicated (10 rounds of 1 min of sonication at 5 μA with Soniprep 150 MS, with 1 min on ice in between). The protein G beads were incubated overnight at 4°C in PBS with 10 μg of NKX2.5 antibody (N-19 Santa Cruz) and washed 3x in the previous RIPA buffer. They were then incubated with the sonicated chromatin at 4°C O/N. The following day, the beads were washed 2X for 5min in WB1 (10 mM HEPES pH 7.6, 1 mM EDTA, 0.5 mM EGTA, 0.25% Triton X-100) and 2X for 5 min in WB2 (10 mM HEPES pH 7.6, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.01% Triton X-100). The samples were then processed the same way as for HIRA qChIP.

### Library preparation, Sequencing and Analysis for HIRA ChIPseq

Libraries were prepared using the NEB DNA Ultra kit, with a selection of fragments size of ~200bp. They were sequenced on the Illumina NextSeq 500, v2 chemistry and produced paired ends. Alignment was done using bowtie2 with mm10. Peak detection and consensus sequence discovery was undertaken using Strand NGS software 2.5, which includes the algorithm of MACS1.4 (p≤10^−4^, other settings left as default) (Model-based Analysis for ChIPseq), after removal of poor quality and duplicate sequences normalisation was done using RPKM. Lists of genes within +/- 5Kb of the TSS and TES was generated using Strand NGS. Bedtools intersect tool was used to define the overlapping peaks between different BED files. In addition, PAPST (Peak Assignment and Profile Search Tool) software was used to overlap regions of interest and establish genome wide enrichment patterns of HIRA ChIPseq [13].

### Embryonic stem cell culture and differentiation to cardiomyocytes

H3.3-HA tagged wild type (W9.5) and *Hira*-null (Clone 104) mESCs have been previously described [5]. They were maintained in an undifferentiated state on 0.1% gelatin coated flasks in Knockout^™^ D-MEM (GIBCO, 10829), supplemented with 15% ES-FCS (Millipore ES-009B), 1X Glutamax (GIBCO 35050–038), 1X Penicillin/Streptomycin (GIBCO 15140), 1X MEM NEAA (GIBCO 11140–035), 0.1 mM 2-β-mercaptoethanol (SIGMA M-7522) and 103 Units/ml LIF (Millipore, ESG-1106) at 37°C and 5% CO2. These cells were differentiated using the well-described hanging-drop method [14] at a concentration of 25 cells/μl in DMEM (GIBCO 61965–026), complemented with 15% ES-FCS (Millipore ES-009B), 1x Penicillin/Streptomycin (GIBCO 15140), 1x MEM NEAA (GIBCO 11140–035), 0.1mM 2-mercaptoethanol (SIGMA M-7522). Cells were detached and plated on regular gelatin coated TC plates at day 4 of differentiation.

### Immunofluorescence

Paraffin sections were rinsed in PBS and permeabilised with 0.5% Triton X-100 for 10 mins at RT. Then rinsed twice in PBS. Blocking was accomplished with 1% BSA, 10% sheep serum and 0.1% Triton X-100 for 1 hour at RT. Slides were incubated with primary antibody (1:100 of Troponin C: ab30807) diluted in block buffer, then washed 3X in PBS + 0.1% Triton X-100 followed by 2 rinses in PBS. Incubation with secondary antibody was done diluted in block (1:200) for 1hr at RT. Finally the slides were rinsed 3 times (5–10 minutes) in PBS + 0.1% Triton X-100 (including DAPI in the final wash, and then rinsed twice in PBS) and mounted. Slides were captured on the confocal using Tilescan and Zstack on a 63x objective and merged with FIJI.

### Co-immunoprecipitation

20 E14.5 hearts, and 30 E12.5 hearts, were dissected from WT embryos in cold PBS and flash frozen in liquid nitrogen before being digested in RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 50mM NaF, 0.5% deoxycholic acid, sodium orthovanate 20 nM, anti-protease cocktail 1X, 1 mM PMSF). Sequential syringes with gradually smaller needles (19G, 23G, 25G) were used to help the lysis. Magnetic beads coated with sheep anti-mouse IgG (AB 11201D) were incubated overnight at 4°C with either the supernatant recovered from HIRA hybridomas (WC15) or the mouse IgG1k monoclonal isotype control antibody (AB 18447, lot GR 53099–6). The beads were then washed 3x with the previous RIPA buffer the next day. After the final wash, the protein lysate was incubated with the beads overnight rolling at 4°C. 100 μl of 1 ml was saved and stored at -80°C to load as the input. The next day the beads were washed in RIPA and resuspended in Laemli buffer (3X Laemli: 120 mM Tris pH6.8, 3% SDS, 5% Glycerol, 0.01% Bromophenol, 1.5% β-mercaptoethanol) and boiled for 15min to separate the beads from the antibodies and proteins. Pre-cast gradient gels (Mini-PROTEAN TGX 4%-15%, Biorad 456–1083) were used. 28 μl was loaded per well. The proteins were then transferred onto a PVDF membrane (Biorad 162–0177) using wet transfer. The membrane was blocked with 5% milk-TBST 1X (0.5% tween) for 1 hour at RT, washed 3 times with TBST then incubated with 1/100 of anti-WHSC1 (Atlas HPA015801), or 1/4 of WC119 hybridoma supernatant in 1% milk- TBST 1X overnight at 4°C. Next the membrane was washed 3 times with TBST, incubated with a secondary antibody (Amersham NA93310V) for 45 min at RT then washed 3 times with TBST and finally revealed with ECL (Amersham RPN2209, 28906837) with the appropriate secondary antibody (Amersham NA93340V or NA93310V). The hybridomas WC15 and WC119 were kindly given by Peter Adams.

### Database Deposition

The RNAseq data is deposited at the Gene Expression Omnibus database with accession GSE79937, and ChIPseq data with accession GSE79826.

## Results

### HIRA is required in the developing heart

*Hira* is ubiquitously expressed from E8.5 during mouse embryogenesis [15]. Consistent with this, we detected expression throughout the embryonic heart at E13.5 by using the *β-galactosidase* cassette present in the preconditional *Hira* allele (S1A Fig). We then generated the *Hira* conditional allele using a FLPase transgenic cross (S1B Fig). This *Hira* conditional allele has been previously used in the literature [9], and when combined with an ubiquitous *ActinCre* driver, we observed the same gastrulation phenotypes as in our constitutive *Hira* null embryos (data not shown) [10]. Using our existing constitutive *Hira* null allele (*Hira*^*-*^), we bred *Mesp1Cre* to *Hira*^*-/+*^ mice to generate *Mesp1Cre;Hira*^*-/+*^ mice. Next we mated *Mesp1Cre*;*Hira*^-/+^ with *Hira*^*fl/fl*^ mice to examine the role of HIRA in cardiac progenitors (the single null allele was included so only a conditional allele would be recombined, maximizing Cre-mediated production of *Mesp1Cre* lineage *Hira* null cells). 

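*Hira*, the targeted gene, lies on chromosome 16 from 18877037 to 18970309 of GRCm38, on the + strand, and its principal transcript has 25 exons. Exon 4 covers positions 18897698 to 18897788, which is 91 bases or 2.01% of the gene length of 4534 bases that the deposited values were made with. The reads counted on the whole gene numbered 1216, 1334 and 977 in the 3 E11.5 control hearts and 1149, 938 and 735 in the 3 E11.5 mutant hearts. At E12.5 they numbered 1183, 1533 and 988 in the controls and 1191, 1217 and 1076 in the mutants. Normalized for library size by edgeR's TMM method, *Hira* stood at 77.1 ± 8.78 CPM (SD, n = 3) in control and 63.9 ± 8.32 (SD, n = 3) in mutant hearts at E11.5, a log2 fold change of -0.27 (SE 0.14, adjusted p = 0.589, edgeR's quasi-likelihood test). At E12.5 the levels were 75.6 ± 13.1 and 75.0 ± 5.26 CPM, and the log2 fold change was -0.01 (SE 0.12, adjusted p = 0.961, edgeR). The counts are per gene, so reads on exon 4 could not be told apart from reads on the other exons, and they neither show nor exclude the recombination.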

We validated the recombination by PCR (S1C Fig), lack of exon 4 representation in the RNAseq (S1D Fig), and HIRA expression by western blotting (S1E Fig). Of 4 litters born, we did not identify any live *Mesp1Cre;Hira*^*-/fl*^ pups (Table 1), indicating that cardiogenic mesodermal ablation of *Hira* from E6.5 is embryonically lethal.

**Table 1:** Embryonic phenotype resulting from the conditional ablation of *Hira*.

	*Mesp1Cre;Hira*^*-/fl*^				*Nkx2*.*5Cre;Hira*^*-/fl*^	*Mef2cCre;Hira*^*-/fl*^	*Tie2Cre;Hira*^*-/fl*^	*Wnt1Cre;Hira*^*-/fl*^
STAGE	E10.5	E12.5	E13.5	E15.5	E15.5	ADULT	E15.5	E18.5
VSD	N/A	N/A	N/A	12/12	5/9	N/A	0/5	0/10
ASD	N/A	N/A	N/A	10/12	4/9	N/A	0/5	0/10
Thin ventricular wall	0/4	0/9	0/12	3/12	0/9	N/A	0/5	0/10
Constricted PT	0/4	0/9	0/12	1/12	3/9	N/A	0/5	0/10
Oedema	0/4	0/9	3/12	12/12	0/9	N/A	0/5	0/10
Haemorrhage	0/4	0/9	6/12	12/12	0/9	N/A	0/5	0/10
Exencephaly	0/4	1/9	0/12	0/12	0/9	N/A	0/5	0/10
**VIABLE by P10**	**NO (0/12)**				**YES (1/9)**	**YES (4/4)**	**YES (3/6)**	**NO (0/40)**

Number of embryos observed for the indicated phenotype at the indicated stage related to the total number of embryos collected. N/A indicates none observed. The number of collected and thus viable embryos are also indicated at 10 days post-birth (P10) related to the number of expected embryos.

We detected a small proportion of exencephaly and haemorrhage at E12.5 (Fig 1A, Table 1). All *Mesp1*Cre*;Hira*^-/fl^ embryos presented with a severe oedema at E15.5 (Fig 1A, Table 1). We observed a fully penetrant VSD in the heart of all mutants (n = 12); whilst the muscular ventricular septum completely separated the two ventricles in their littermate WT embryos at E15.5. Some embryos had atrioventricular septal defects with a common atrioventricular junction (Fig 1B, S1 Video). The large interventricular communication observed in *Mesp1*Cre*;Hira*^*-/fl*^ embryos is not likely compatible with life during the late stage of embryogenesis [16]. In 83% of mutants, we detected a deficiency of the flap valve of the oval fossa, a derivative of the primary atrial septum, resulting in an ASD. None was observed in their WT littermates (Fig 1B) (n = 10). Haematoxylin and Eosin (H&E) staining revealed that some E12.5 *Mesp1*Cre*;Hira*^-/fl^ embryos displayed abnormally shaped atrioventricular cushions, whilst mesenchymal tissue normally swells in the atrioventricular canal as a result of EMT in their WT littermates (Fig 1C). In normal development, the rightward tubercles of the atrioventricular cushions form the membranous septum [17, 18]. We have observed deficiency of the muscular part of the ventricular septum, since the point of contact between the septum and the atrioventricular cushions was mispositioned in the mutants compared to controls (Fig 1C). Furthermore, cushions were crescent shaped in the wild type but straighter in the mutants (Fig 1C). Thus, HIRA is required for normal cardiovascular development.

**Fig 1:**
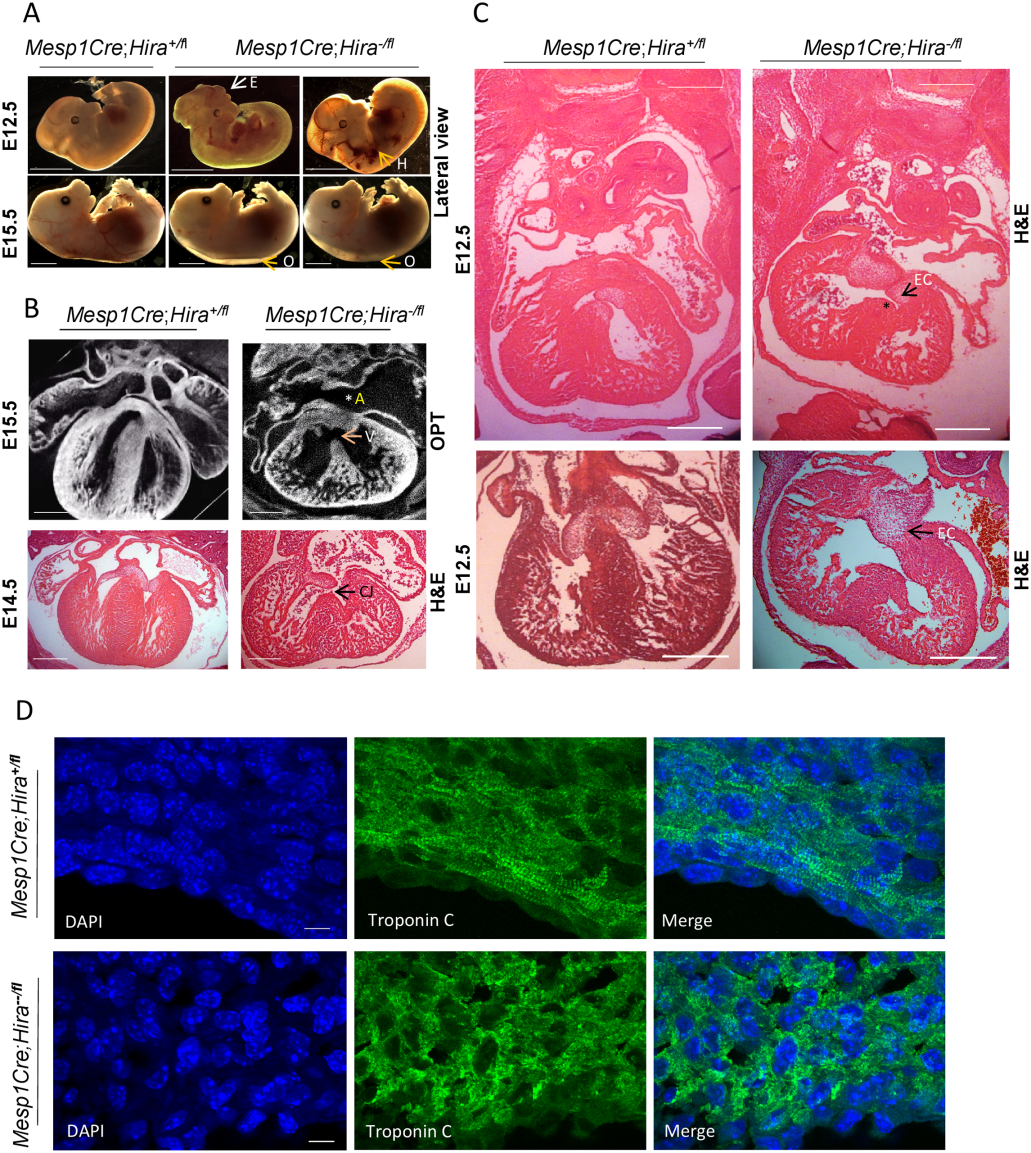
HIRA is required in the developing heart. **A.** Lateral view of littermate embryos with the indicated genotype. *Mesp1Cre*;*Hira*^*-/fl*^ embryos had a low penetrance external phenotype at E12.5: exencephaly (E) and light haemorrhage (H) are indicated in the mutants. At E15.5, all mutants showed severe oedema (O) as indicated. **B.** Transverse OPT reconstructions followed by virtual reslicing of E15.5 embryo trunks with the indicated genotype. VSD (V) and ASD (A) are indicated in the mutants. H&E of transverse sections of E14.5 embryos with the indicated genotype also showed a common atrioventricular junction (CJ) in the mutants as indicated. **C**. H&E staining of transverse sections from E12.5 embryos reveals a disruption of the endocardial cushion (EC) fusion (two controls and two littermate mutants shown). The muscular septum is deficient (*, top) and the relatively flat rather than crescentic cushion shape in the mutant are indicated (arrows). *Scale bars represent 2mm* **(A)**, *0*.*5mm* **(B-C)**. **D**. Transverse sections of E12.5 embryonic hearts of the indicated genotype immunostained with DAPI and Troponin C captured on confocal showing disrupted sarcomeric structure in the mutant ventricular free wall. *Scale bar*: *10μm*.

### HIRA is required in the *Nkx*2.5, but not in the *Mef2c* or *Wnt1* lineages

We then refined the requirement of HIRA in cardiac lineages with *Nkx2*.*5Cre* and *Mef2cCre* drivers. The expression of *Nkx2*.*5Cre* is restricted to cardiomyocytes, cardiac endothelium and pharyngeal endoderm [19, 20], and appears 24 hours later than *Mesp1Cre* expression. We observed that 33% (n = 3) of *Nkx2*.*5Cre*;*Hira*^*-/fl*^ embryos had a hypoplastic pulmonary trunk (PT) (Fig 2A). 56% (n = 5) of mutants displayed a large VSD (n = 5) (Fig 2A) but did not show any sign of oedema. The survival rate of mutant pups was extremely low (1 mutant out of 9 expected) (Table 1).

**Fig 2:**
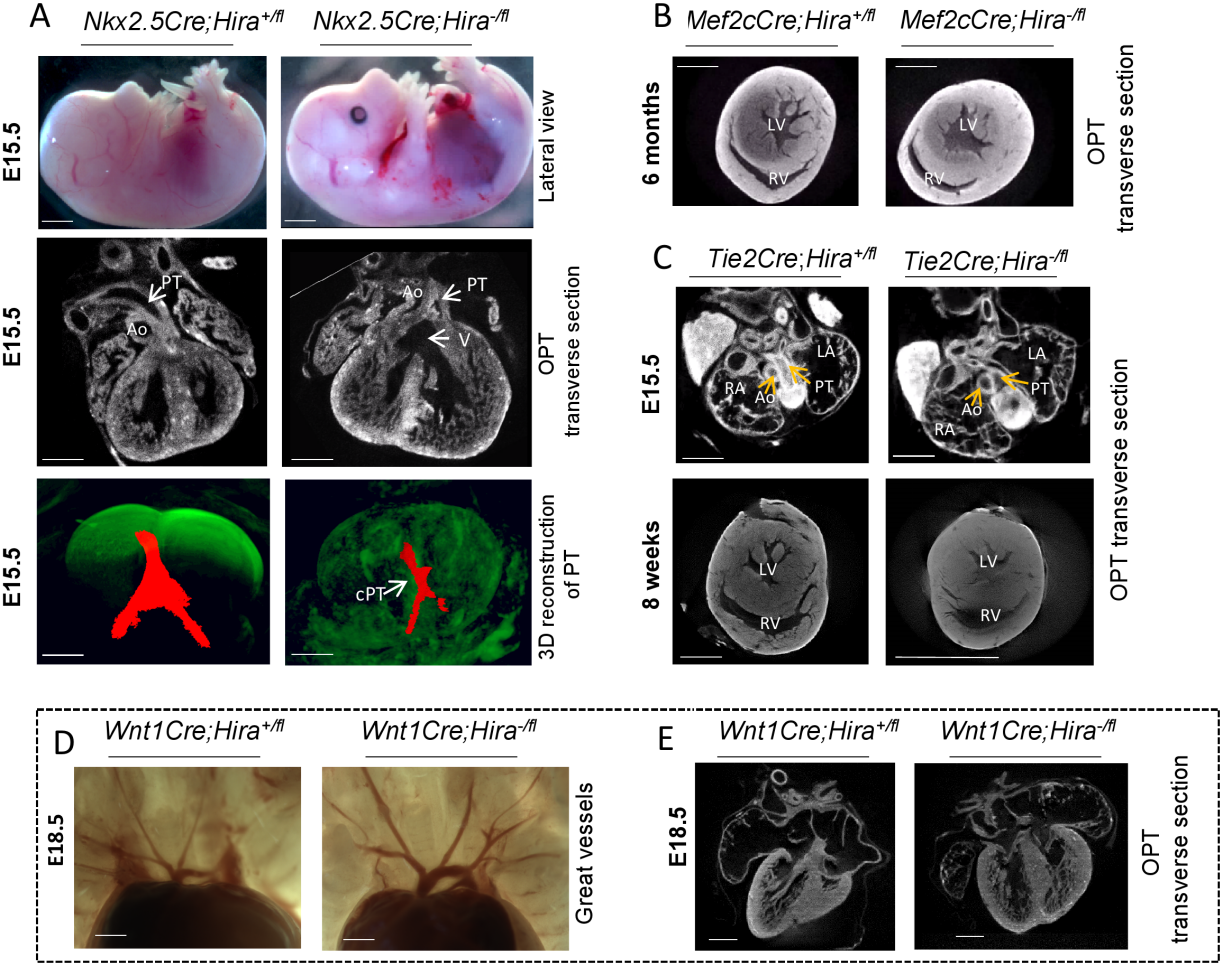
*Hira* requirements in distinct lineages contributing to the heart and vessels. **A.** E15.5 *Nkx2*.*5Cre*;*Hira*^-*/fl*^ embryos and their littermate control embryos were examined as indicated. Lateral view of *Nkx2*.*5Cre*;*Hira*^*-/fl*^ mutants revealed a normal external appearance. OPT transverse section revealed a VSD (V) and an overriding of the aortic root of the muscular septum in as well as a constricted pulmonary trunk PT (cPT) in some mutants by 3D reconstruction. **B&C.** OPT transverse section of the heart of a 6 months old *Mef2cCre;Hira*^*-/fl*^ (right/left ventricle: RV/LV) **(B)** or of *Tie2Cre*;*Hira*^*-/fl*^ embryo and adult **(C)** with their respective littermate control. Mutant embryos did not show any defect and their adult heart only showed proportional size reduction to the body size. The Aorta (Ao), the PT, and the right and left atrium (RA/LA) are indicated. **D&E.** Great vessel structure **(D)** and OPT transverse section (**E**) on E18.5 *Wnt1Cre*;*Hira*^-/fl^ and their control littermate hearts. No heart defects were observed in these mutants. *Scale bars represent 2mm in whole embryo and 0*.*5mm in transverse sections*.

We next mated *Mef2cCre*;*Hira*^*+/fl*^ with *Hira*^*fl/fl*^ mice to test whether HIRA was required in the SHF. *Mef2c* is expressed from E7.5 in the progenitors of the right ventricle, outflow tract, and ventricular septum. *Mef2cCre* driven ablation of *Hira* had no noticeable effect on development and postnatal life (Table 1 and Fig 2B).

A requirement for *Hira* has been described both in endothelial cells [21] and in neural crest cells [22] (in chick), we tested the role of *Hira* in these lineages using *Tie2Cre* and *Wnt1Cre* drivers, respectively. The *Tie2Cre* mutants were fully viable and had no detectable vessel defects at E15.5 (Fig 2C). Nevertheless, adult mutants were smaller at 8 weeks of age, with hearts smaller but in proportion relative to their reduced body size (Fig 2C), and without apparent structural abnormalities by OPT (n = 3). *Wnt1Cre;Hira*^*-/fl*^ embryos demonstrated a perinatal lethality, not due to a cardiac malformation since they presented with a normal heart structure and no apparent vessel malformations at E18.5 (Fig 2D & 2E).

### Absence of HIRA dysregulates cardiac gene expression

The full penetrance of *Mesp1Cre Hira-*conditional mutants allowed us to investigate the transcriptional changes underlying the cardiovascular defects observed in the absence of HIRA. 

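RNA was extracted from hearts of *Mesp1Cre*;*Hira* +/fl control and *Mesp1Cre*;*Hira* -/fl mutant embryos and sequenced as paired ends, with 3 libraries for each genotype at E11.5 and at E12.5. For each library the authors deposited values named RPKM, and for each stage a comparison of the genotypes with the average count of every gene and p-values. In the deposited values, each number proved to be a whole count multiplied by the length of the gene and by a factor that rose with the depth of the library, where RPKM divides by both. The average counts fixed these factors, and dividing them out gave whole counts for all 17827 genes with reads, the largest distance from a whole number being 6.96e-09. These counts were used in place of the values as deposited. Between 11994148 and 17483982 reads per library were counted on genes. The median was 15159116 in E11.5 controls, 15298936 in E11.5 mutants, 15998010 in E12.5 controls and 15352759 in E12.5 mutants. The genes of the X and Y chromosomes were absent from the authors' comparisons and from the tests at each stage.

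Genes with a mean RPKM of at least 0.5 over the 6 libraries of a stage were tested, the RPKM being computed from the counts and the gene lengths. Mutant and control hearts were compared within each stage with the quasi-likelihood test of edgeR after TMM normalization, and p-values were adjusted by Benjamini-Hochberg. A gene was called changed at the thresholds of the paper, an adjusted p of at most 0.05 and a fold change of at least 1.5. Levels are normalized CPM, as mean ± SD over 3 libraries. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so the calls rest on the model across genes. Counts of 4 Y-linked genes gave the sex of each embryo. All 3 control hearts at E11.5 were male and only 1 of the 3 mutant hearts was, so sex and genotype overlap at this stage. At E12.5 each genotype had 1 male heart.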

We chose the E11.5 and E12.5 stages as they were prior to the appearance of the major phenotypes. 

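In the E11.5 hearts, 14 of the 12197 genes tested were changed at these thresholds, 6 upregulated and 8 downregulated, while 1252 had an unadjusted p under 0.05. The E12.5 hearts had 371 changed genes of 12256 tested, with 201 upregulated and 170 downregulated, and 2613 with an unadjusted p under 0.05. Downregulated genes were 45.8% of the E12.5 calls, with a Wilson 95% confidence interval of 40.8 to 50.9%. In each of the 371 genes all 3 mutant libraries lay on the same side of all 3 control libraries. This separation held for 3210 of the genes tested at E12.5 (26.2%) and for 1994 at E11.5 (16.3%), where chance gives 10%. The E11.5 count was highest with DESeq2 and its size factors, at 248 genes. It fell to 0 without the first or the third control library, and without the first or the second mutant library. With sex as a covariate, the genotype effect at E11.5 rests on 1 male mutant heart against 3 male controls, since both female hearts were mutants. A count of calls from that fit cannot test whether the 14 genes depend on sex. At E12.5 the count over the alternatives ran from 122 with a fit of all 12 libraries together to 628 with no fold threshold. All 14 genes and 289 of the 371 were also past the thresholds in the authors' own comparisons, in the same direction.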

At E11.5 and E12.5 stages there were 156 and 360 coding transcripts respectively with significantly altered expression in the mutant hearts (Mann Whitney unpaired test, Benjamini Hochberg FDR, *p* ≤ 0.05, FC ≥ 1.5) (Fig 3A, S1 and S2 Tables), with no trend towards up- or down-regulation of global transcription (48.8% down and 51.2% up; Fig 3B). We performed a gene ontology (GO) analysis with the differentially expressed genes and observed a link with myocyte contractility (S3 Table). Four GO terms included the same eight genes related to contractility and sarcomeric structure (Fig 3C), including the most up-regulated gene *Tnni2*. 

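Of the 8 contractile fibre genes, 7 were changed at E12.5 with adjustment over all genes tested, and all 8 had an adjusted p under 0.05 when adjusted over the list alone. The study chose the list on these libraries, so the second count is not independent evidence. *Krt8* rose from 17.7 ± 3.85 to 49.2 ± 7.16 CPM (log2 fold change 1.48, SE 0.15, adjusted p = 0.00127, edgeR) and *Krt19* from 60.8 ± 10.7 to 127 ± 11.3 (log2 fold change 1.06, SE 0.12). *Casq1* had a log2 fold change of 0.99 (adjusted p = 0.0315, from 1.20e-04 to 0.129 over its alternatives) and *Acta1* of 0.85 (adjusted p = 0.0360, from 3.19e-04 to 0.141). The calls of *Casq1* and *Acta1* were each lost in 4 of the 6 fits that left out 1 library, and with DESeq2 in place of edgeR. *Slc4a1*, an anion exchanger of the red blood cell membrane, fell from 200.2 ± 65.5 to 64.2 ± 9.93 CPM (log2 fold change -1.64, SE 0.20, adjusted p = 0.00189). *Tnnt1* fell from 536 ± 116 to 314 ± 18.6 (log2 fold change -0.77, SE 0.13, adjusted p = 0.0104). In each of these 6 genes all 3 mutant hearts lay beyond all 3 control hearts. *Tnnt3* was the gene of the list that was not called. The number called was lowest, 4, with all 12 libraries in one fit, and reached 8 under other settings, among them the fit without the third control library. At E11.5 none of the 8 was changed over all genes tested, while 6 had an unadjusted p under 0.05 and the same 6 passed when adjusted over the list alone.

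**Figure D1:**
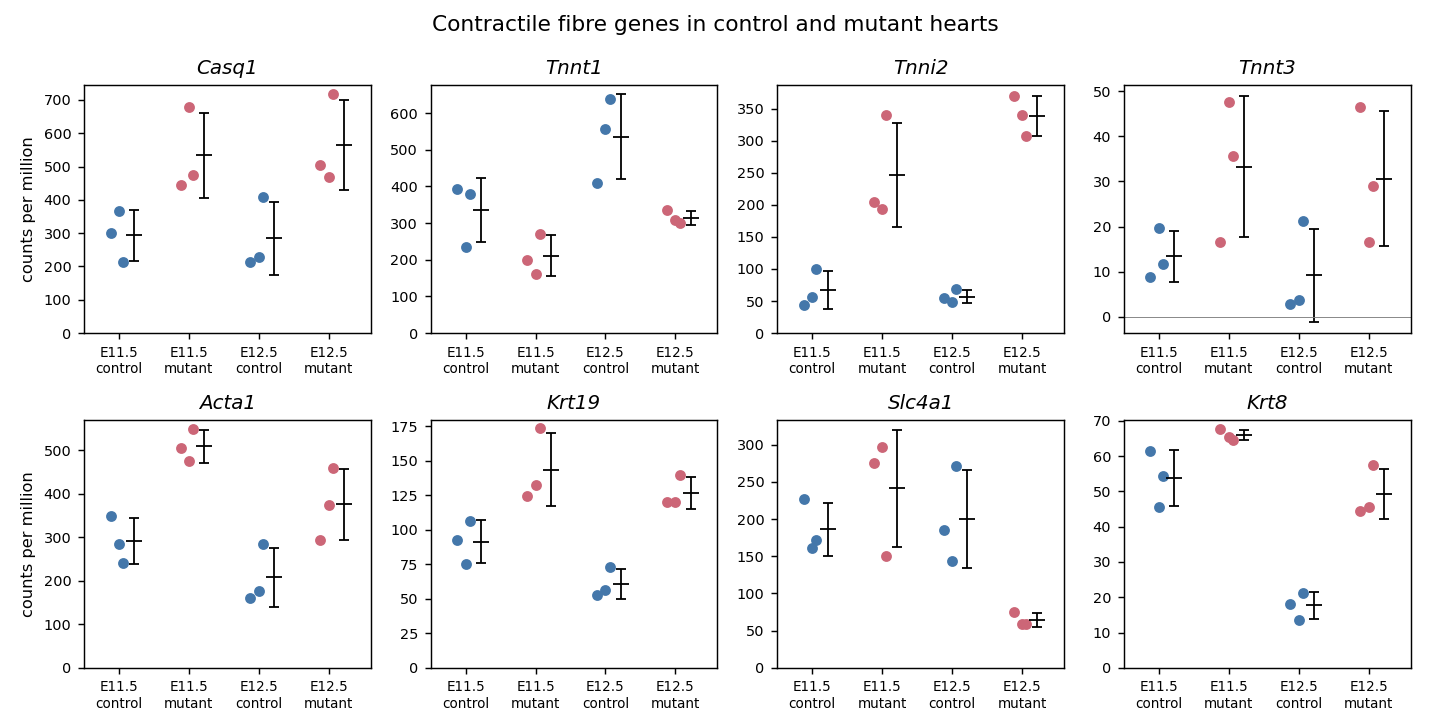
Normalized CPM of the 8 contractile fibre genes, with each point 1 of the 3 libraries of a genotype and stage, and bars giving mean ± SD. At E12.5 the mutant hearts lie above the controls for *Casq1*, *Tnni2*, *Acta1*, *Krt19* and *Krt8* and under them for *Tnnt1* and *Slc4a1*, and the genotypes overlap for *Tnnt3*.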

We next used quantitative real-time PCR (qRT-PCR) to validate expression differences for 11 changed genes that are relevant to cardiac development, and the eight genes related to cardiac contractility (Fig 3D).

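In the RNA-seq at E12.5, 7 of the 11 genes relevant to cardiac development passed both thresholds, 10 had an adjusted p of at most 0.05 whatever the fold change, and all 11 did when adjusted over the list alone. The study picked this list from the same libraries too. For each of the 11 genes the mutant and control hearts did not overlap, which chance gives for 10% of genes. *Lyve1*, a marker of lymphatic endothelium that some macrophages also express, changed most, from 12.7 ± 2.31 to 2.59 ± 0.364 CPM (log2 fold change -2.29, SE 0.20, adjusted p = 6.82e-04, edgeR). *Scn7a* (-1.34, SE 0.20), *Igfbpl1* (-1.32, SE 0.21) and *Ramp1* (-0.91, SE 0.14) were downregulated on the log2 scale with adjusted p of 0.00563, 0.00659 and 0.00666. *F11r* and *Gata5* were upregulated, with log2 fold changes of 0.62 (SE 0.08, adjusted p = 0.00265) and 0.62 (SE 0.08, adjusted p = 0.00235), just above the fold threshold. *Atp1b1* (-0.46), *Prox1* (-0.44) and *Nrp2* (-0.54) fell by less than 1.5-fold, with adjusted p of 0.0105, 0.0268 and 0.0203. *Tbx3* had a log2 fold change of -0.55 (SE 0.17) and an adjusted p of 0.0892, so it passed neither threshold. Raising the minimum mean RPKM to 5 left 4 genes called, because *Lyve1*, *Ramp1* and *Scn7a* were then not tested. *Nrp2* passed both thresholds without the third control library, and without the third mutant library. At E11.5 the count was 0 over all genes tested, with 6 genes at an unadjusted p under 0.05.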

**Fig 3:**
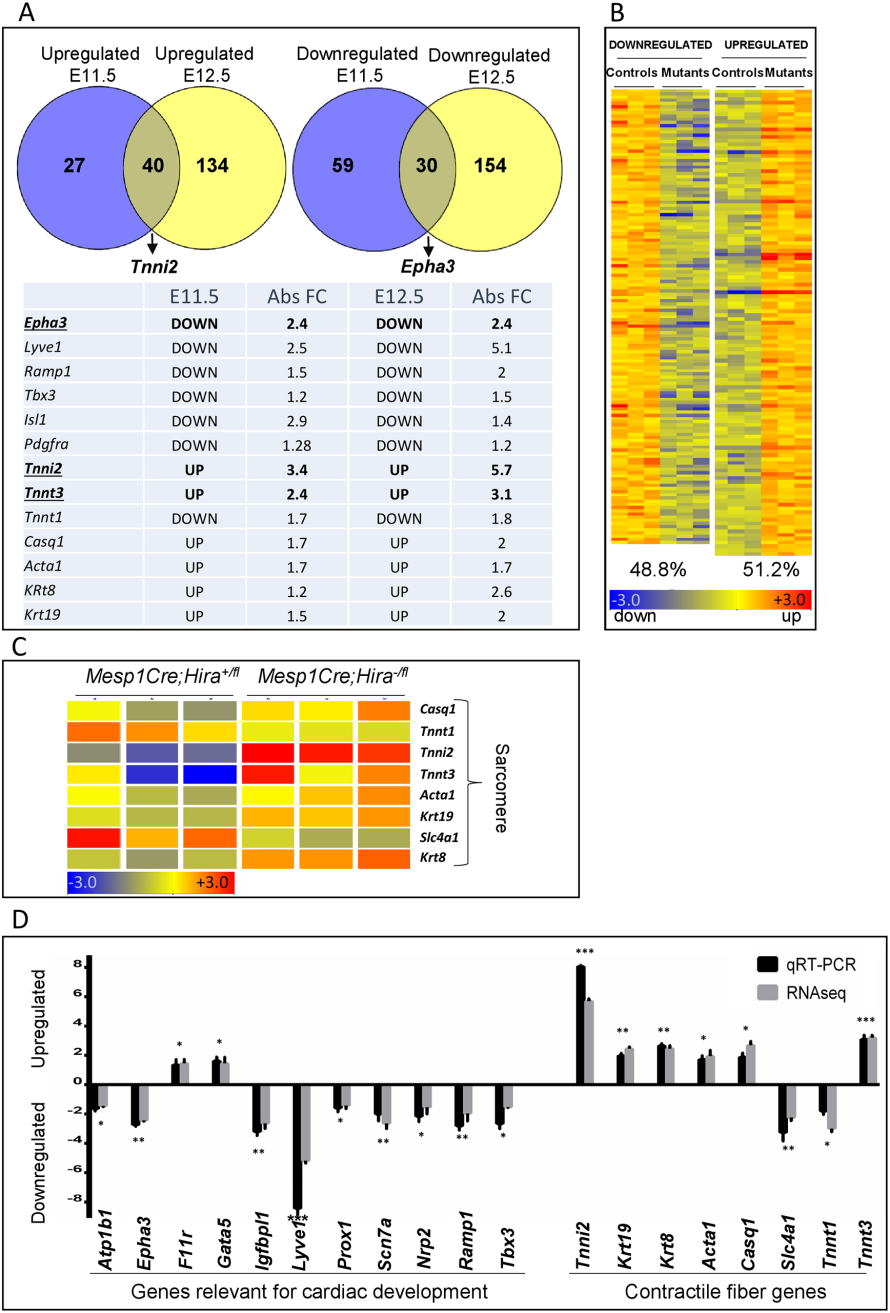
HIRA is required for the regulation of a subset of genes expressed during cardiac morphogenesis. **A.** Venn diagram indicating the number of genes whose expression is up or downregulated in *Mesp1Cre*;*Hira*^*-/fl*^ compared to *Mesp1Cre*;*Hira*^*+/fl*^ hearts at E11.5 and E12.5. The table indicates the level of fold change observed at E11.5 and at E12.5 on a subset of genes. **B.** Heatmap displaying the differential gene expression in mutant *(Mesp1Cre*;*Hira*^*-/fl*^) vs control *(Mesp1Cre*;*Hira*^*+/fl*^) in triplicates at E12.5. **C.** Heatmap of the gene ontology analysis revealed a trend in upregulation of sarcomeric contractile fibre genes (aside from *Tnnt1 and Slc4a1* which were downregulated). **D.** qRT-PCR and RNASeq of the indicated genes within E12.5 hearts displayed as the fold induction in the mutants compared to their WT littermates (n = 3). Unpaired t-test: p<0.05 *, p<0.01 **, p<0.001 ***.

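Of the 12030 genes tested at both stages, 9 were changed at both in the same direction and 0 in opposite directions, where 0.186 would be shared by chance. The 5 higher in mutant hearts included *Abca4*, *Gas6*, *Krt80* and *Sost*, and *Art1*, *Fmod*, *Itga8* and *Kcnd2* were lower. Over all genes, 5 were called at E11.5 alone and 362 at E12.5 alone, counts that include genes not tested at the other stage. A call at 1 stage alone does not show a difference between stages, so the difference between the mutant effects was tested over all 12 libraries. None of the 12270 genes had a difference with an adjusted p of at most 0.05 (edgeR), while 552 had an unadjusted p under 0.05. Of the 353 genes changed at E12.5 and tested at both stages, 310 (87.8%) had a fold change of the same sign at E11.5. The number of shared genes was highest with DESeq2, at 106, and was 0 without the first or the third E11.5 control library, and without the first or the second E11.5 mutant library. The number of genes with a difference between stages was 43 with DESeq2.

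**Figure D2:**
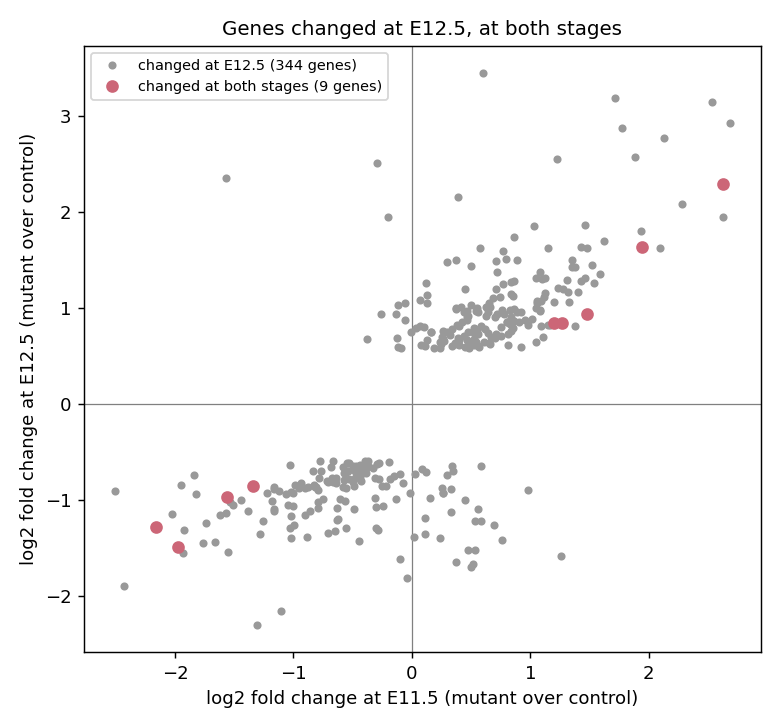
Log2 fold change of mutant over control hearts at E11.5 (x axis) and at E12.5 (y axis) for the 353 genes changed at E12.5 and tested at both stages, each point a gene. The 9 genes changed at both stages are marked in red, and 310 of the points lie in the quadrants where the signs are the same.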

We examined selected genes known for their role in cardiac development and displaying the highest expression change in our mutants in both E11.5 and E12.5 mutants (Fig 3A). 

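The table in Fig 3A names 13 genes. In the counts, 9 of them were changed at E12.5 and 0 at E11.5, where 10 had an unadjusted p under 0.05. The genes nearest to the threshold at E11.5 were *Ramp1*, at 20.6 ± 1.62 CPM in control and 10.2 ± 1.56 in mutant hearts (log2 fold change -1.02, SE 0.17, adjusted p = 0.0801, from 1.37e-04 to 0.365 over the alternatives, edgeR), and *Tnni2*. *Ramp1* and *Epha3* passed at E11.5 with no filter on low counts, with DESeq2 and with all 12 libraries in one fit. *Isl1*, which marks progenitors of the second heart field, was at 10.6 ± 2.18 and 3.75 ± 3.71 CPM at E11.5, a log2 fold change of -1.49 (SE 0.63, adjusted p = 0.460), and with 1 library left out it ran from -2.71 to -0.98. At E12.5 the log2 fold change of *Isl1* was -0.49 (adjusted p = 0.238). *Pdgfra* changed by -0.33 at E11.5 and by -0.16 at E12.5 on the log2 scale, and the mutant and control libraries overlapped at both stages. For no gene of the table did the mutant effect differ between stages after adjustment. *Krt8* came closest, with a difference of 1.17 in log2 fold change (adjusted p = 0.217, edgeR).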

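*Epha3* lies on chromosome 16 from 63543538 to 63864158 of GRCm38. At E12.5 it stood at 29.9 ± 3.81 CPM (SD, n = 3) in control and 12.8 ± 2.05 (SD, n = 3) in mutant hearts, a log2 fold change of -1.22 (SE 0.14, adjusted p = 0.00127, edgeR). It was lower in all 3 mutant libraries than in any control library, and 42nd by size among the 170 downregulated genes. With each library left out in turn, the log2 fold change stayed between -1.36 and -1.16. In E11.5 hearts the levels were 19.9 ± 2.70 and 8.31 ± 2.61 CPM, and the log2 fold change of -1.26 (SE 0.24) came with an adjusted p of 0.0934, from 3.77e-04 to 0.365 over its alternatives. All 3 mutant libraries were lower at that stage too. *Epha3* is on the chromosome of *Hira*, outside the 20 megabases to either side of it in which the calls were counted to look for variants linked to the targeted allele.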

The expression of *Epha3*, a receptor tyrosine kinase required for EMT in the atrioventricular cushions [18], was downregulated of 2.7 fold in the heart of the mutants compared to their control littermates (Fig 3D). In agreement, *in situ* hybridization (ISH) revealed that *Epha3* expression was greatly diminished in the cushions and the membranous part of the ventricular septum in the mutants compared to their control littermates (Fig 4A). 

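*Tnni2* lies on chromosome 7 from 142441808 to 142444410 of GRCm38. Its level at E12.5 was 57.0 ± 10.2 CPM (SD, n = 3) in control and 339 ± 31.4 (SD, n = 3) in mutant hearts, a log2 fold change of 2.57 (SE 0.12, adjusted p = 3.17e-06, edgeR), or 5.96-fold. Leaving out each library in turn kept the log2 fold change between 2.47 and 2.72. *Tnni2* had the lowest p-value of the 201 upregulated genes and was the 7th of them by fitted fold change, behind *Pla2g1b* (at most 2 reads in each control library), *Etv2*, *Ckmt1*, *Prph*, *Wfdc2* and *Sncb*. Among the 95 upregulated genes with a mean RPKM of at least 5 it had the largest fold change. At E11.5 all 3 mutant hearts also exceeded all 3 controls, with 246 ± 81.2 against 66.7 ± 29.6 CPM. The log2 fold change there was 1.88 (SE 0.33) and its adjusted p was 0.0845, from 9.33e-07 to 0.273 over the alternatives. *Tnni2* passed the thresholds at E11.5 in 8 of them, among them DESeq2 and the fit of all 12 libraries. The effect at E12.5 exceeded that at E11.5 by 0.68 on the log2 scale, with an SE of 0.38 (adjusted p = 0.954).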

We also found that *Tnni2*, a fast twitch skeletal muscle gene, was the most upregulated gene in the mutant hearts by both RNA-seq (5.9 fold) and qRT-PCR (7 fold) (Fig 3D). ISH confirmed *Tnni2* overexpression in the mutants (Fig 5A), suggesting heart contractility could be affected by alteration of sarcomeric components. Indeed, staining with Troponin C on transverse sections to examine sarcomeric organisation demonstrated a lack of typical parallel organisation of the filament structures in the mutants (Fig 1D). There were no significant transcription changes in *Hira*^+/-^ hearts at E12.5 (S4 Fig).

**Fig 4:**
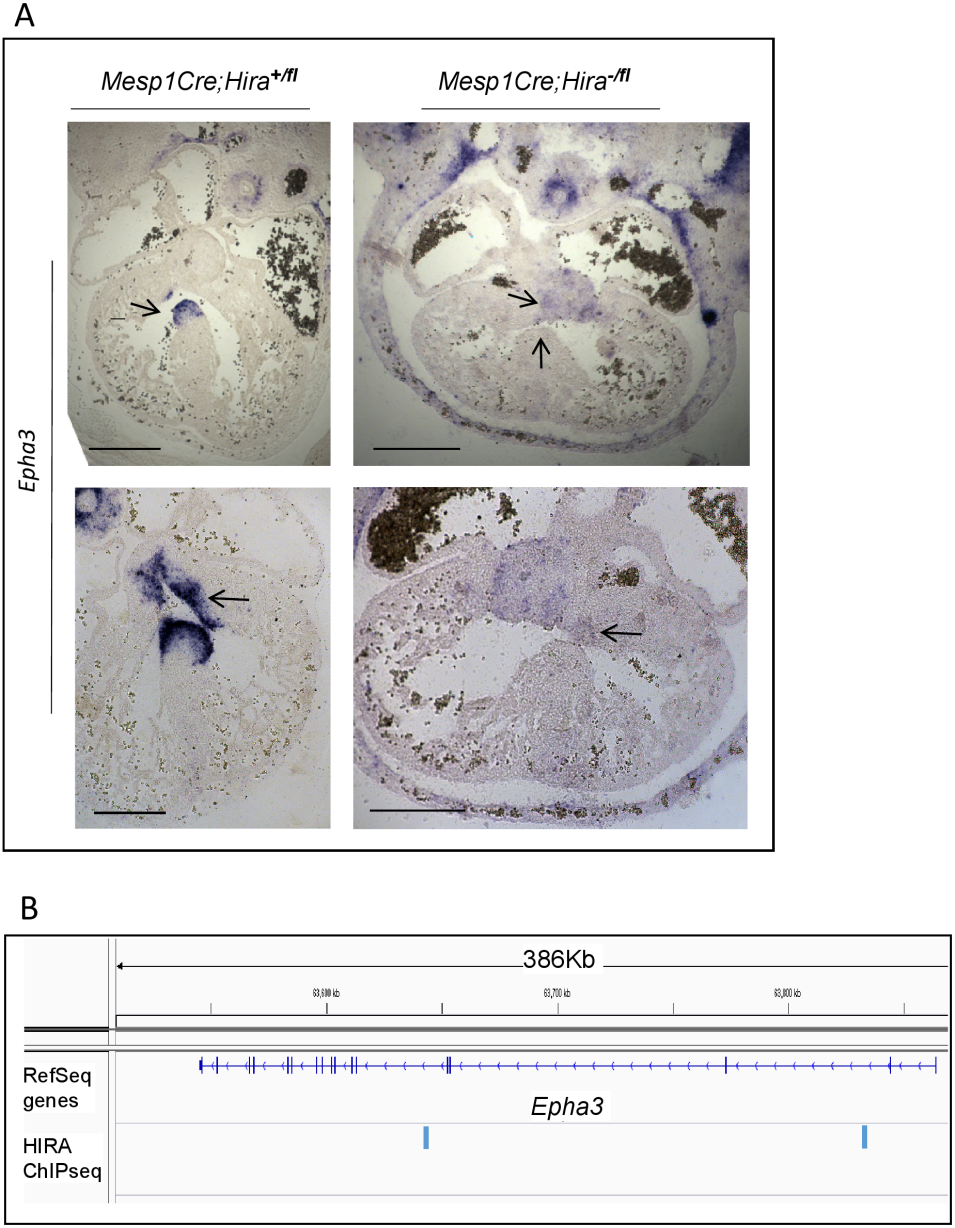
*Epha3* is downregulated when HIRA is conditionally deleted, and HIRA binds to the gene body of *Epha3*. **A**. *In situ* hybridization of *Epha3* on transverse sections of E12.5 embryonic hearts with the indicated genotypes (n = 2). *Hira*-conditional mutant hearts displayed low expression of *Epha3* in both the membranous portion of the septum (upper panels) and the endocardial cushions (lower panels) compared to littermate controls as indicated by a black arrow. *Scale bar*: *100μm* **B.** IGV profile showing two HIRA enriched loci in intronic regions of *Epha3*.

**Fig 5:**
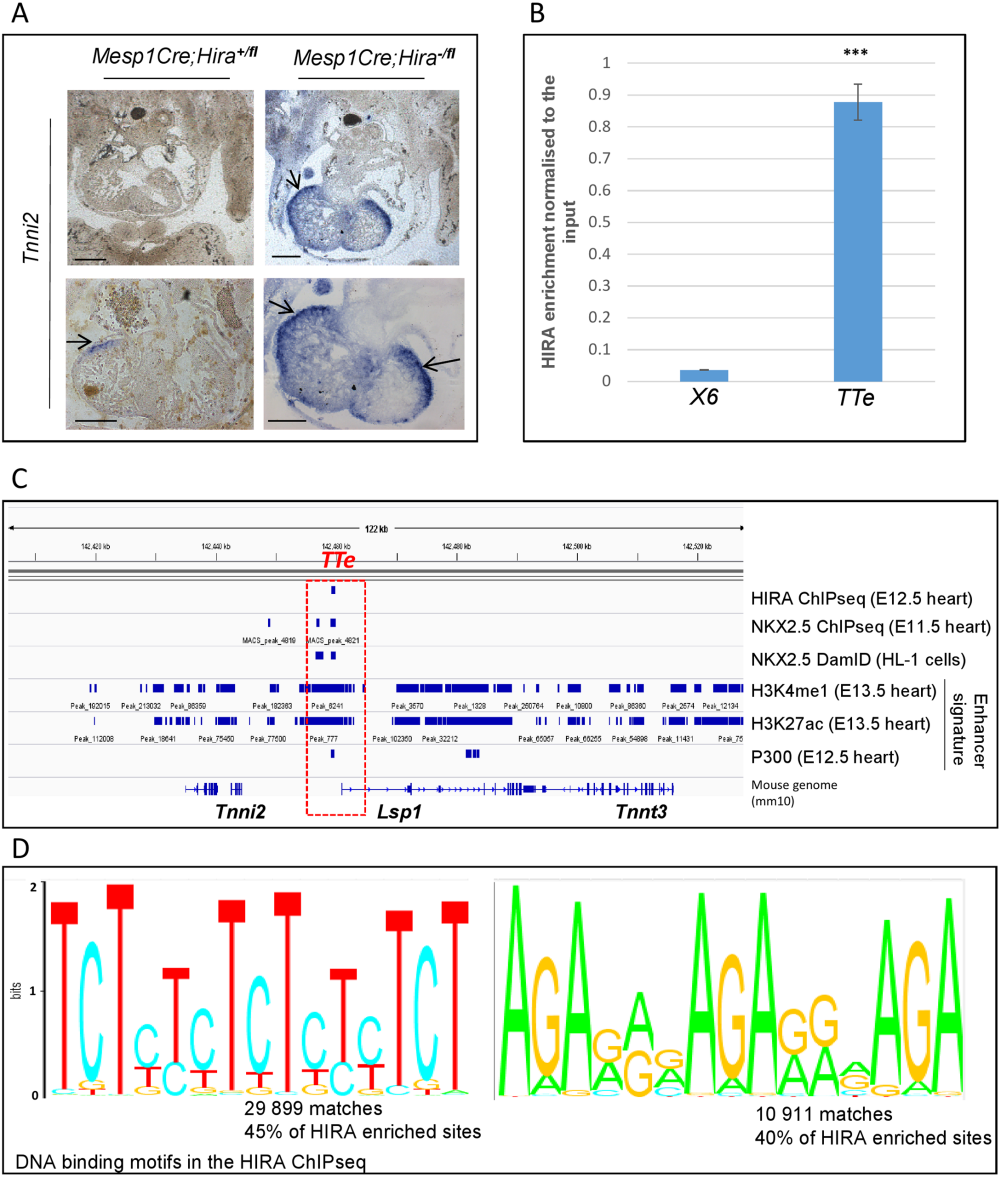
HIRA is enriched in the vicinity of *Tnni2*/*Tnnt3*, which is upregulated in conditionally deleted *Hira* mutants, and binds GAGA rich DNA. **A.** *In situ* hybridization *Tnni2* on transverse sections of E12.5 embryos with the indicated genotype, revealed an abnormally increased expression of *Tnni2* particularly in the ventricular free wall of the mutant hearts (arrows). *Scale bar*: *100μm* **B**. qChIP of the HIRA enrichment at the *TTe* locus. An intergenic region on chromosome 6 was used as a negative control. Data is normalized to the input (= 100) and is representative of 2 independent experiments. Errors bars represent the min/max from technical duplicates. Unpaired t-test: p<0.001 *** **C.** IGV profile showing the HIRA ChIP seq peak present at the *Tnni2/Lsp1/Tnnt3 (TTe*) site (situated 17Kb downstream of *Tnni2* and 34Kb upstream of *Tnnt3)*, co-localizing with NKX2.5 ChIPseq peaks (E11.5 heart [11]), NKX2.5 DamID peaks (HL-1 cell line [12]), and the active enhancer marks H3K4me1 and H3K27Ac ChIPseq peaks on WT E13.5 hearts (encode database ENCSR663VWL) and P300 (WT E12.5 heart [23]). **D.** The Matrix-based nucleotide profiles display here the motifs that HIRA binds most frequently. 45% of HIRA enriched sites contained a GAGA/TCTC motif.

### HIRA is enriched in the vicinity of the *Tnni2*/*Tnnt3* gene loci

To assess whether HIRA was directly regulating gene expression, we performed a HIRA ChIPseq of WT E12.5 hearts. We found 6625 peaks using Model-based Analysis for ChIPseq (MACS) analysis (p≤10^−4^) which mostly covered distal intergenic regions of the genome (74%) and introns (22.5%) (S2A Fig). Interestingly, 45% of the peaks contained the consensus motif GAGAGAGA (Fig 5D) that in *Drosophila melanogaster* is known to bind the GAGA factor.

Two significant HIRA-bound regions were identified in intronic regions of *Epha3* (Fig 4B), of which one contained a GAGA motif. One GAGA motif was observed within a significant HIRA-bound region 17Kb downstream of *Tnni2*, 38Kb upstream of *Tnnt3*, and 1 kb of *Lsp1* (Fig 5B). We subsequently refer to this peak as the *Tnni2-Tnnt3-enh (TTe)* site (see below). The expression of both *Tnni2* and *Tnnt3* was strongly upregulated in our mutant model however, we did not observe any dysregulation of *Lsp1* expression. This is strikingly similar to what is observed in *Nkx2*.*5* hypomorphs, which show *Tnni2/Tnnt3*, but not *Lsp1*, overexpression in E11.5 mutant versus wild type hearts [11] (S2B Fig). Moreover, it has been shown that the *Tnni2* and *Tnnt3* genes are directly repressed by NKX2.5 via direct binding to the *TTe* site (E11.5 hearts), and that the *TTe* sequence can direct reporter expression in the HL-1 (cardiomyocyte) cell line [11]. 

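On GRCm38, *Lsp1* (chromosome 7, 142460809 to 142494867) lies between *Tnni2* and *Tnnt3* (142498836 to 142516009), 16398 bases after the end of *Tnni2* and 3968 bases before the start of *Tnnt3*. *Tnnt3* at E12.5 was at 9.26 ± 10.3 CPM (SD, n = 3) in control and 30.6 ± 15.0 (SD, n = 3) in mutant hearts, a log2 fold change of 1.72 (SE 0.58, adjusted p = 0.118, edgeR; exact two-sided permutation test, p = 0.2). The spread came from the third control library, with 341 reads on *Tnnt3* where the other controls had 44 and 65, and the mutants had 682, 277 and 437. Without that library the log2 fold change was 3.20 with an adjusted p of 0.00206, and over all its alternatives the adjusted p ran from 2.77e-09 to 0.330. The gene also passed the thresholds with no filter on low counts and with a sex term. At E11.5 *Tnnt3* was at 13.4 ± 5.66 and 33.3 ± 15.6 CPM, and its log2 fold change was 1.31 (SE 0.39, adjusted p = 0.259). *Lsp1* was at 105 ± 18.8 and 97.7 ± 11.7 CPM at E11.5, a log2 fold change of -0.10 (SE 0.16, adjusted p = 0.916). Its level at E12.5 was 85.1 ± 9.04 in control and 111 ± 9.95 in mutant hearts, higher in all 3 mutant libraries, a log2 fold change of 0.38 (SE 0.10, adjusted p = 0.0438, from 0.00756 to 0.841 over its alternatives) that is under the fold threshold of 1.5. An antisense transcript, *Prr33*, overlaps the last 3794 bases of *Lsp1* and the first 7936 bases of *Tnnt3*. The paper's text does not say whether the counting used the strand, so its reads could be among the counts of both genes. *Mrpl23*, on the far side of *Tnnt3*, had log2 fold changes of -0.07 at E11.5 and 0.10 at E12.5.

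**Figure D3:**
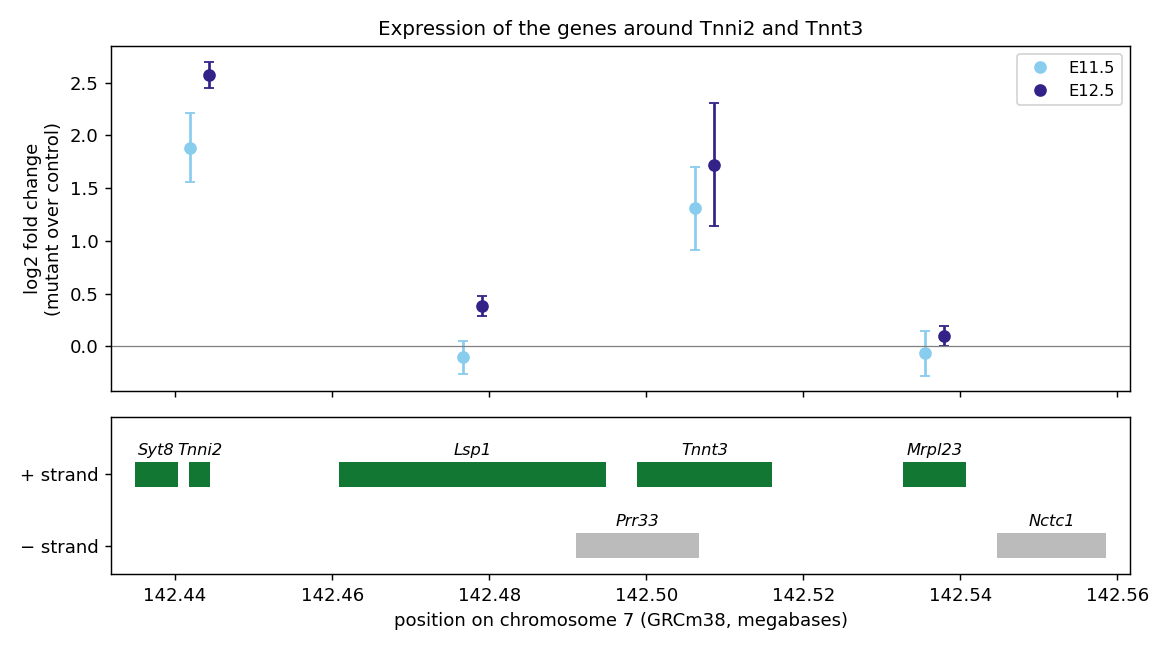
Upper panel, log2 fold change of mutant over control hearts for genes around *Tnni2* and *Tnnt3* at E11.5 and E12.5, with bars giving the SE. Lower panel, positions of the genes on chromosome 7 by strand, grey where no counts were used; *Tnni2* and *Tnnt3* lie above 0 at both stages and *Lsp1* between them is at -0.10 and 0.38.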

We found a 25-fold enrichment of HIRA at the *TTe* compared to a negative intergenic control region by qChIP (Fig 5B). We next examined active enhancer marks by overlapping HIRA E12.5 ChIPseq peaks with the histone modification H3K4me1and H3K27Ac ChIPseq peaks at E13.5, as well as P300 in embryonic hearts at E12.5 [23] at the *TTe* (Fig 5C) and genome wide (S2C Fig). Of the 78 sites containing overlaps of HIRA and NKX2.5, 63 (80.7%) overlapped with both H3K4me1 and H3K27Ac, including *TTe*. We interrogated these histone marks at the *TTe* in ESCs differentiated to cardiomyocytes and in their originating ESCs [24] (S3 Fig). The *TTe* locus became enriched for H3K4me1 and H3K27Ac in differentiated cardiomyocytes compared to ESCs, in agreement with the *TTe*-reporter data indicating that *TTe* is an active enhancer in the heart [11]. We next tested whether absence of HIRA affected NKX2.5 occupancy at the *TTe* by performing a NKX2.5 qChIP. At E12.5, NKX2.5 binding was moderately but significantly reduced to 75% (Fig 6) in *Mesp1Cre;Hira*^*fl/-*^ hearts compared to WT hearts. In addition to *Tnni2* and *Tnnt3*, we examined three other genes dysregulated in both *Mesp1Cre;Hira*^*fl/-*^ and *Nkx2*.*5* hypomorphic E11.5 hearts: *Clcnkb*, *Abca4* and *Slc9a3r1*. Similarly to *Tnni2* and *Tnnt3*, all three were upregulated by 2.9, 1.72 and 1.53 fold respectively in *Hira* mutant hearts. 

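*Abca4* was upregulated at both stages. It rose from 11.3 ± 1.11 to 26.1 ± 0.511 CPM at E11.5 (2.30-fold, SE of the log2 fold change 0.14, adjusted p = 0.0293, edgeR) and from 10.6 ± 3.35 to 19.0 ± 2.25 at E12.5 (log2 fold change 0.85, SE 0.20, adjusted p = 0.0342). *Slc9a3r1* went from 14.9 ± 2.69 to 24.2 ± 3.15 CPM at E12.5, a log2 fold change of 0.70 (SE 0.14, adjusted p = 0.0211), and its log2 fold change of 0.39 at E11.5 was not called (adjusted p = 0.345). For these genes, every mutant library exceeded every control library at both stages, the smallest exact permutation p that 3 against 3 allow being 0.1. The calls depended on single libraries. Of the 6 fits that left out 1 library, 5 lost *Abca4* at E11.5, 4 lost it at E12.5 and 3 lost *Slc9a3r1* at E12.5.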

A reduced NKX2.5 binding at the *Slc9a3r1* locus was also observed in the hearts of *Hira* conditional null mutants (Fig 6).

**Fig 6:**
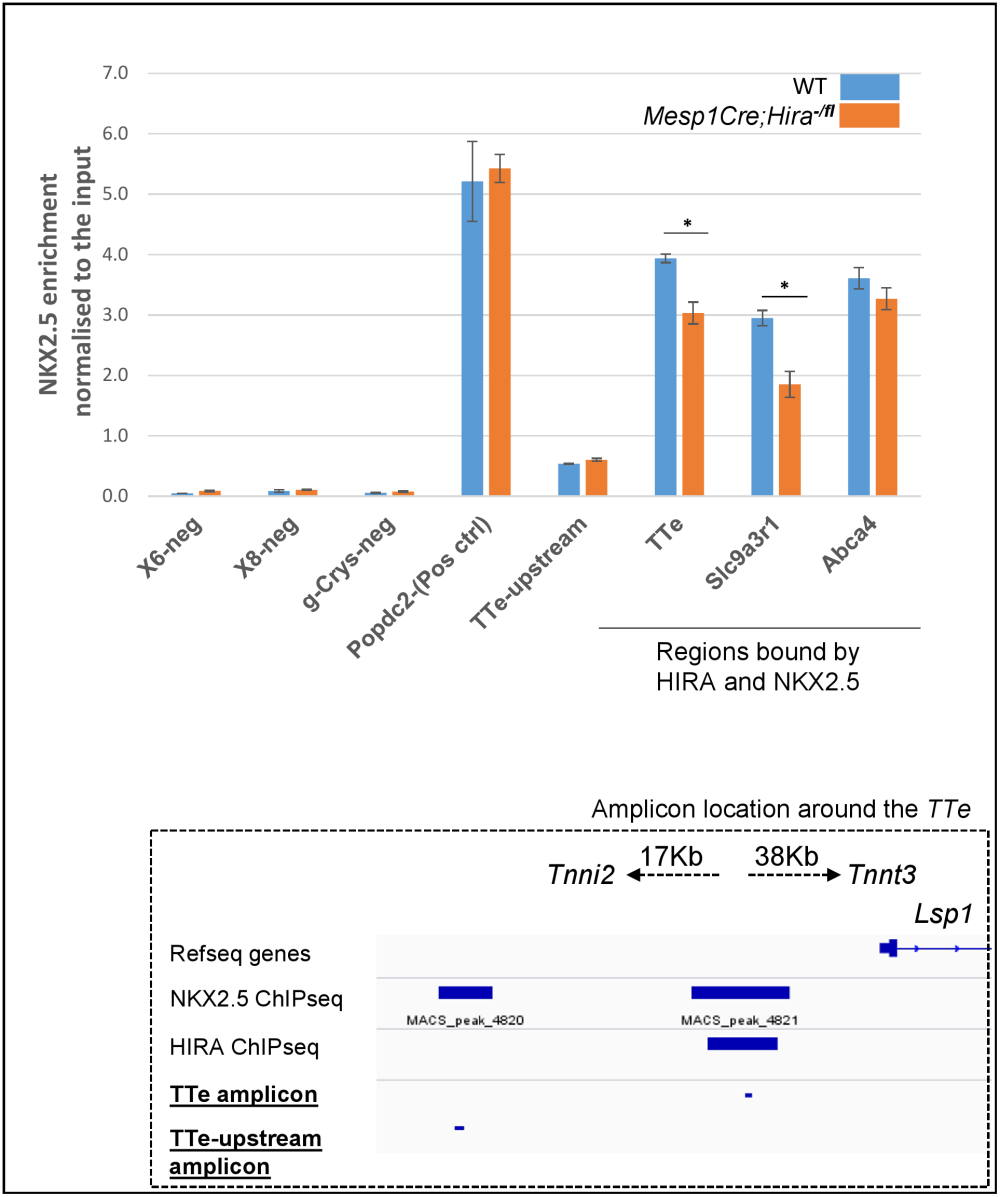
NKX2.5 shows diminished binding at the *TTe* locus in conditionally HIRA depleted hearts. NKX2.5 qChIP on 20 WT and *Mesp1Cre*;*Hira*^*-/fl*^ E12.5 hearts. Enrichment at the *TTe* was confirmed and found to be reduced in mutant hearts. *Slc9a3r1* and *Abca4* were enriched for both HIRA and NKX2.5 in WT hearts and displayed an increased expression in both *Hira* and *Nkx2*.*5* mutant hearts. *SLc9a3r1*, but not *Abca4*, showed a significantly reduced binding of NKX2.5 in the absence of HIRA. Three different negative regions were tested. A region known to be enriched for NKX2.5, but not HIRA, binding (*Popdc2)* was used as a NKX2.5 qChIp positive control. Data is normalized to the input (= 100). Errors bars represent the min/max from technical duplicates. Unpaired t-test: p<0.05 *. Subpanel represents the different ChIPseq peaks along with the PCR amplicons used in the different qChIp at *TTe*, and at a locus bound by NKX2.5, but not by HIRA.

As NKX2.5 interacts with the WHSC1 histone methyltransferase to repress target genes during heart development [25], and in HeLa cells HIRA interacts with WHSC1 [26], we tested whether there was a HIRA-WHSC1 interaction in mouse embryonic hearts using co-immunoprecipitation. We detected an interaction between HIRA and WHSC1 at E12.5 (S5 Fig) and at E14.5 (Fig 7A).

**Fig 7:**
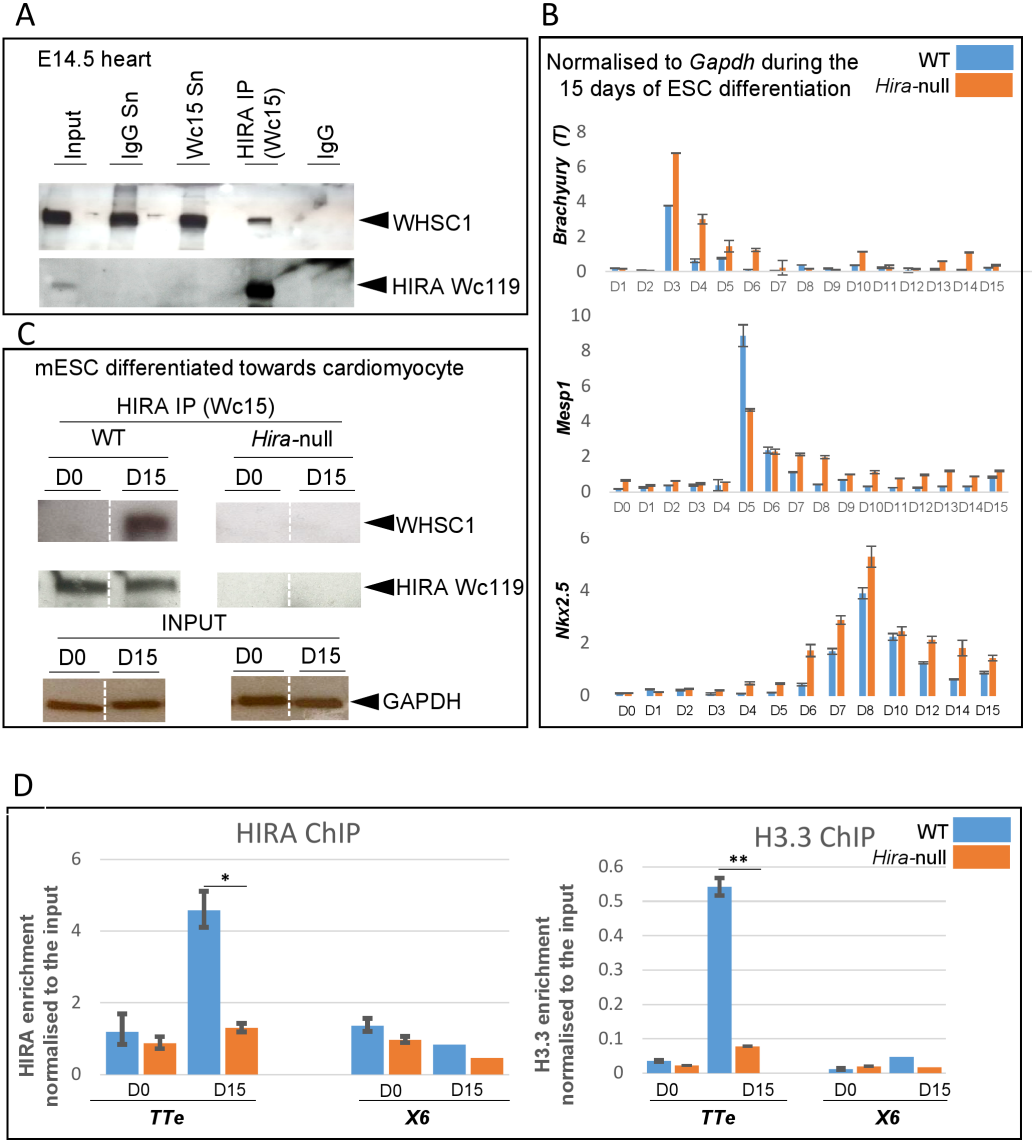
HIRA interacts with WHSC1 and binds to the *TTe* in the cardiac lineage and heart, and is required for differentiation-associated H3.3 enrichment at this locus. **A.** 20 E14.5 hearts from WT embryos were isolated, pooled and immunoprecipitated with HIRA Wc15 antibody and immunoblotted with WHSC1. Presence of HIRA in the IP was verified using Wc119 antibody. **B.** Mouse ESCs (control and *Hira*^*-/-*^ ES cells) were differentiated towards cardiomyocytes over 15 days in LIF free medium following the hanging drop method, and were subjected to RNA and protein isolation. qRT-PCR of *Brachyury (T)*, *Mesp1 and Nkx2*.*5* over the 15 days are presented and demonstrate sequential expression of the early mesoderm, cardiogenic mesoderm, and cardiac markers respectively. Data are shown as levels of mRNA normalized to *Gapdh* and are representative of five independent experiments. Errors bars represent the standard deviation of technical triplicates. **C.** Protein isolated from undifferentiated ESCs and 15 days differentiated control and *Hira*^*-/-*^ ESCs were immunoprecipitated with anti-HIRA Wc15 antibody and immunoblotted with anti-WHSC1 antibody. The results shown are all from the same western membrane but separated lanes are brought into proximity and separated by dashed bars. GAPDH is used as a control for input. **D.** HIRA and H3.3 qChIP on differentiating ESCs shows an enrichment of HIRA at the *TTe* at day 15. H3.3 enrichment at the *TTe* increases significantly in WT but not in *Hira* null ESCs following this differentiation. X6 is an intergenic negative control region. Unpaired t-test was used: p<0.05 *, p<0.01 **.

We then used previously reported WT and *Hira-*null ESCs carrying an HA-tag knock in of H3.3 [4] to investigate potential interactions during the early stages of cardiac differentiation. The cells were differentiated for fifteen days using the aggregation method in order to obtain cardiogenic mesoderm and primitive cardiomyocytes. qRT-PCR was performed to assess the sequential gene expression of specific mesodermal and cardiac markers. *Brachyury*, *Mesp1* and *Nkx2*.*5 were* expressed sequentially at days 3, 5 and 8 of differentiation respectively (Fig 7B), and spontaneously beating cardiomyocytes were observed (S1 Video). At day 15 of differentiation towards cardiomyocytes, the HIRA-WHSC1 interaction was observed (Fig 7C).

### HIRA regulates H3.3 deposition at the *TTe* in differentiated embryonic stem cells

Using the same ESC culture conditions as above, we then tested HIRA and H3.3-HA enrichments at the *TTe* by qChIP at D0 and D15 of differentiation. We found enrichment of HIRA and H3.3 at the *TTe* in WT, but not *Hira* null, differentiated cells (Fig 7D).

## Discussion

Modification of chromatin is well established as an important mechanism of genetic regulation and is usually associated with covalent modification of histones or deposition of variant histones, or both [27]. In this work we examine the role of the replication independent histone chaperone component HIRA, a known modulator of gene expression [28]. Previous work suggested HIRA acts during vascular EC development [21] and in cardiac neural crest cells [29]. *Hira* knockout embryos had abnormal cardiac structure and function [10], but as these embryos were delayed with yolk sac vascular anomalies it was not known whether these defects were secondary events.

We successfully bypassed early lethality of *Hira*^-/-^ embryos using a *Hira* conditional allele, demonstrating HIRA plays a crucial role in the cardiogenic mesoderm. At E15.5 all *Mesp1Cre;Hira*^*-/fl*^ embryos presented with whole body oedema and large VSDs, the majority of which were accompanied by ASDs, defects likely incompatible with life. No live born mutants of this genotype were recovered. *Nkx2*.*5Cre* is mainly expressed in ventricular cardiomyocytes of the FHF and SHF, although the extent and degree of expression in the SHF appears to be reporter gene and genetic background dependent [30, 31]. In *Nkx2*.*5Cre;Hira*^*-/fl*^ embryos we detected an overriding aorta, a VSD, and a constriction of the PT in some mutants. The lack of phenotype in *Mef2c* conditional knockouts suggests that *Hira* is required in the FHF and ablation in the SHF has no effect or acts to exacerbate the phenotype of FHF mutants. We note that the *Nkx2*.*5Cre* used here is a knock-in allele and thus there is the potential for interaction between hemizygous levels of NKX2.5 and complete absence of HIRA. However, we did not observe any phenotype in *Nkx2*.*5Cre;Hira*^*+/fl*^ embryos.

As the *Mesp1Cre* lineage includes vascular ECs we investigated whether *Hira* was required for vessel development within this population using *Tie2Cre*, which is active from E7.5 [32]. Moreover, HIRA has been previously shown to mediate the response to angiogenic signals by upregulating *Vegfr1* in yolk sac ECs [21]. The authors of this work concluded that HIRA was required for growth of new blood vessels. However, we found that *Tie2Cre;Hira*^*-/fl*^ mutants suffered only from partially penetrant proportionate growth reduction, with no embryonic lethality despite efficient recombination of the conditional allele [21]. The absence of vessel defects and embryo oedema suggests that the oedema observed in *Mesp1Cre* mutants is not secondary to an EC defect and is therefore more likely due to the septal defects and any disturbance of contractility secondary to alterations in troponin gene expression (see below).

Experiments in chick, using antisense morpholinos directed against *Hira*, suggested that *Hira* may play a role in the cardiac neural crest [29] and is required for outflow tract septation. The absence of cardiac and great vessel abnormalities in the *Wnt1Cre*;*Hira*^*-/fl*^ embryos up to E18.5 argues against an autonomous role of HIRA in cNCCs during cardiovascular development. The perinatal death that was observed in *Wnt1Cre*;*Hira*^*-/fl*^ mutants could rather be the result of a neurological problem or a cleft palate defect interfering with swallowing [33], since *Wnt1Cre* is expressed in craniofacial NCCs. In considering these results it is worth noting the recent discussion of the fact that various murine mutations of genes expressed in NCCs produce different phenotypes to those of other vertebrates [34].

We next asked how absence of HIRA affected the gene expression profile in the developing heart. We chose to analyse *Mesp1* conditional knockouts since this was a setting with a 100% penetrant phenotype (by E15.5). In total, less than 2% of the genes expressed in the heart at E12.5 were significantly upregulated or downregulated. 

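The 371 genes changed at E12.5 were 3.03% of the 12256 tested, with a Wilson 95% confidence interval of 2.74 to 3.35% that covers counting error only. Expressed genes were taken as those with a mean RPKM of at least 0.5 over the 6 libraries, a limit the paper's text does not name.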

Several genes critical for heart development were unaffected by the ablation of *Hira*, e.g. *Myh6/7*, *Gata4*, *Nkx2*.*5* and *Tbx5*, implying that HIRA has a specific effect on transcription at a small number of target genes. 

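None of the 5 genes was changed at either stage, and 0 of them had an unadjusted p under 0.05. At E12.5, *Myh7* stood at 6519 ± 1108 CPM in control and 6105 ± 976 in mutant hearts, and *Myh6* at 2188 ± 403 and 2588 ± 1062. The log2 fold changes were -0.09 (SE 0.13) and 0.24 (SE 0.22). These genes are adjacent, near-identical paralogs, so the counting could have split reads between them and each value is uncertain. *Gata4* (0.09, SE 0.10), *Nkx2-5* (-0.15, SE 0.10) and *Tbx5* (-0.17, SE 0.10) moved little on the log2 scale, and for each of the 5 genes the mutant and control libraries overlapped. From these unaffected genes, the paper proposes that HIRA acts on transcription at few targets.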

In order to understand the relevant molecular mechanism we performed a HIRA ChIPseq on E12.5 hearts. We detected HIRA enrichment at 6625 loci mapped to 2515 genes, with mapping defined as the presence of a peak in the gene body and/or within 5Kb upstream of the TSS and downstream of TES. There were 47 such genes that had a dysregulated expression in the absence of HIRA by RNA-seq, although this was not a statistically significant increase over chance. Further work, such as chromatin conformation capture, would be required to corroborate peak-gene relationships. It should also be borne in mind that, as for the *TTe* site discussed below, relevant enhancer binding sites may be >5kb from a target gene. Nevertheless, we reason HIRA acts directly at a relatively small subset of genes, and indirectly modulates expression via more general effects on chromatin structure acting over longer ranges. This is consistent with our finding that just over 7.5% of HIRA peaks at E12.5 were found to overlap with both H3K4me1 and H3K27Ac marks (at E13.5, the closest stage available).

Examination of HIRA binding sites for over representation of sequences that might be responsible for HIRA recruitment revealed that the most frequent sequence had a core consensus site GAGAGAGA, which is equivalent to that identified as the binding motif for the *Drosophila melanogaster* transcriptional regulator GAGA factor [35]. GAGA factor interacts with FACT, and intriguingly GAGA/FACT associates with Drosophila HIRA. Together, these proteins direct H3.3 replacement to establish chromatin boundaries e.g. at HOX loci [36].

Interestingly, HIRA enrichment at the *TTe* locus in the wild type situation correlates with an upregulation of cardiac *Tnni2* (7 fold) and *Tnnt3* (3.2 fold) following conditional ablation in the cardiogenic lineage. The encoded proteins are classified as fast skeletal muscle troponins [37]. The troponin complex binds calcium ions, and through its association with actin and tropomyosin is involved in the regulation of striated muscle contraction. While various troponins are expressed in developing heart at E12.5 [38], skeletal troponins have low expression in cardiac muscle, and upregulation of *Tnnt3* has been associated with reduced cardiac contractility [39]. In a *Notch1* gain of function mutant, structural defects of the myocardium were attributed to elevated expression of *Tnni2* [40]. GO analysis of the RNAseq revealed that several sarcomeric genes (also under the GO term myofibril) were dysregulated. *Tnni2*, *Tnnt3*, *Casq1*, *Acta1*, *Krt8*, *Krt19* [41] were upregulated and the anion exchanger *Slc4a1* and *Tnnt1* were downregulated. The disorganised sarcomeric structure we observed within mutant embryonic cardiomyocytes likely contributes to diminished efficiency of contraction [42]. The mouse heart starts beating at E8.5; reduced cardiac output can lead to whole body oedema at E14.5 [43]. Thus, the haemorrhage and oedema we observed at E15.5 could be a consequence of both morphological abnormalities (septal defects) and compromised cardiomyocyte function.

The dysregulation of *Tnni2/Tnnt3* was investigated further in the light of recently published work demonstrating that both in the HL-1 cardiomyocyte cell line (DamID screening) and E11.5 whole hearts (ChIPseq) NKX2.5 bound a sequence 17kb downstream of *Tnni2* and 38kb upstream of *Tnnt3* coincident with our HIRA binding site (Fig 5C) [11, 12]. In hearts of E11.5 and E14.5 embryos with a hypomorphic allele of *Nkx2*.*5* there was upregulation of *Tnni2* and *Tnnt3* [11], recapitulating what we observed in *Hira* conditionals, raising the possibility that HIRA and NKX2.5 might co-regulate this locus. Absence of HIRA resulted in a diminution of NKX2.5 binding at the *TTe*.

The literature suggested a further potential mechanism whereby NKX2.5- and HIRA-regulation might converge. In fibroblasts HIRA was previously described to interact with the histone-lysine N-methyltransferase WHSC1, regulating the H3.3 deposition and H3K36me3 marks at interferon-regulated genes [26]. *WHSC1* is a gene haploinsufficient in the Wolf-Hirschhorn syndrome, a human birth defect where congenital heart defects, usually atrial and/or ventricular septal defects, occur in 30–45% of cases [44]. *Whsc1-*null mice also have atrial and ventricular septal defects [25]. Whereas no *Nkx2*.*5*^*+/-*^ or *Whsc1*^*+/-*^ mice had septal defects, such abnormalities were found in one third of double heterozygotes [25]. In support of such a connection we found HIRA and WHSC1 co-immunoprecipitated from embryonic hearts and cardiomyocytes. It will therefore be interesting to investigate whether WHSC1 and HIRA co-regulate *Tnni2* and other targets during heart development analysing compound mutants and histone modifications in such mice. Both *NKX2*.*5* and *WHSC1* are implicated in human genetic haploinsufficiency resulting in congenital heart defect. However, to our knowledge, no mutations of *HIRA* have been described in exome sequencing analyses of patients with congenital heart defect, although one study of a Chinese cohort discovered a genetic association between a variant in the 3’ UTR region of HIRA and the diagnosis of tetralogy of Fallot [45].

As HIRA is known to deposit the H3.3 variant within chromatin we examined H3.3 levels at the *TTe* site in the presence and absence of HIRA. We utilized a cell line model akin to that used by Wamstad and colleagues [24] to examine H3.3 deposition in ESC-derived cardiomyocytes, making use of an HA-knockin to H3.3. We confirmed HIRA enrichment at the *TTe* in differentiated ESCs (equivalent to Wamstad stages 3 and 4 based upon marker expression and the presence of beating cardiomyocytes) versus undifferentiated ESCs, and observed a 7 fold increase of HIRA-dependent H3.3 deposition at the *TTe*.

We also examined one of the most significantly down-regulated genes at both E11.5 and E12.5 which had a known role in heart development: *Epha3*. *Epha3* is expressed in the atrioventricular cushion and mesenchymal cap of the developing septum primum from E10.5 [18]. Accordingly, we examined expression in E12.5 *Mesp1Cre*;*Hira*^*-/fl*^ mutants hearts and observed a consistent downregulation of *Epha3* in precisely those regions of mutants versus the controls. Interestingly, *Epha3-*null embryos are perinatal lethals with ASD and cardiac failure, and have earlier atrioventricular cushion defects [18]. This mirrors several defects seen at E12.5 in *Mesp1Cre;Hira*^-/fl^ mutant hearts. Thus, we reason diminished expression of *Epha3* is likely to contribute to the septal defects in *Hira* mutants. *Epha3* expression was not significantly altered in *Nkx2*.*5* hypomorphs [11], nor was there evidence of NKX2.5 binding close to *Epha3* in either the DamID [12] or NKX2.5 ChIPseq datasets [11]. There were two HIRA binding regions at *Epha3*, one of them containing the GAGA consensus site. Thus, we anticipate other HIRA partners might be involved in transcription activation at this locus. The NKX2.5-WHSC1 complex is thought to repress targets [25], so the absence of NXK2.5 binding sites at the down-regulated *Epha3* is not unexpected.

In summary, our data provide the first *in vivo* demonstration in vertebrates of a post-gastrulation requirement for the histone chaperone complex protein HIRA: conditional mutagenesis in cardiogenic mesoderm resulting in severe structural defects and evidence of heart failure leading to embryonic lethality. HIRA was shown to bind to the same enhancer of *Tnni2* as the cardiogenic transcription factor NKX2.5, suggesting regulation of specific loci as well as more general effects on chromatin represent an important subset of the pleiotropic functions of HIRA. This work also emphasises HIRA can act in repressive as well as activating situations, as has recently been shown in ESCs and plants [5, 46]. It has previously been shown that the WD repeats and LXXLL motifs are necessary for HIRA-mediated repression in vitro [22]. In ESCs, only a third of enhancer sites bound by HIRA had significantly reduced H3.3 levels in the absence of HIRA [5]. Thus, it will be interesting to determine the role of other H3.3 chaperone associated proteins, such as DAXX, during heart development. Moreover, as a member of a replication independent histone chaperone complex, HIRA might have a particular role in post-mitotic tissues later in life, for instance in the aging of cardiomyocytes and neurones, and in their response to injury.

## Supporting Information

S1 Fig *Hira* expression in the heart and recombination of the conditional allele. **A.** β-Galactosidase assay on E10.5 and E13.5 *Hira*^*Sanger/+*^ and *Hira*^*+/+*^ embryos, either on whole mount or on heart sections as indicated, showing an ubiquitous expression of *Hira*. **B.** Schematic representation of the different *Hira* alleles used in the manuscript. **C.** Recombination of the floxed allele by *Mesp1* driven CRE recombinase was assessed by PCR using DNA from the anterior limb which contains *Mesp1* positive cells, detection of the various alleles is shown. **D.** Recombination was also demonstrated at the mRNA level by the reduced number of reads in RNAseq (22 in control and 3 in mutant). **E.** Reduced protein level of HIRA in *Mesp1Cre*;*Hira*^-/fl^ hearts. This experiment was done by comparing pools of 3 *Hira*^+/fl^ and 3 *Mesp1Cre*;*Hira*^-/fl^ E13.5 hearts. Remaining protein is likely to originate from non-*Mesp1*-expressing cardiac linages (e.g. circulating cells and ingressing neural crest).
(TIFF) Click here for additional data file.

S2 Fig Analysis of HIRA ChIPseq. **A.** Table summarising the genic distribution of HIRA binding sites and the GAGA motifs across the genome. 45% of HIRA peaks were found to have a GAGA motif. **B.** Venn diagram displaying the number of genes upregulated in hearts of E12.5 *Mesp1Cre*;*Hira*^-/fl^ embryos and in E11.5 *Nkx2*.*5* hypomorph hearts [11]. **C.** Venn diagram displaying the number of overlaps between HIRA ChIPseq peaks at E12.5 (this study), enhancer signatures H3K4me1 and H3K27Ac at E13.5 (encode database ENCSR663VWL) and NKX2.5 ChIPseq peaks in E11.5 hearts [11] as indicated. **D. a.** Venn diagram displaying the overlap between genes whose expression is dysregulated in E12.5 *Mesp1Cre*;*Hira*^*-/fl*^ hearts and genes which are enriched for HIRA in WT E12.5 hearts. The enrichment includes any peak in the gene body and/or within 5Kb upstream of the TSS or downstream of TES. **b.** The equation for the calculation of the probability of having 47 genes (x) in common between two independent groups: 2515 (b, HIRA ChIPseq genes) and 360 (a, RNAseq data) in the mouse genome which has approximately 22 000 genes (n). The result of this hypergeometric probability calculation is not significant: *p*(x > = 47) = 0.184.
(TIFF) Click here for additional data file.

S3 Fig Histone enrichments at the *TTe* showing the characteristics of an enhancer in ESC derived cardiomyocytes compared to embryonic stem cells. The enrichment of H3K4me1 and H3K27ac and the lack of repressive H3K27me3 modifications represent a distinct chromatin pattern observed in active enhancers (black box around the *TTe*). The development of this pattern mirrors the upregulation of *Tnni2* seen during the differentiation process and supports the association of the *TTe* enhancer with its expression. Histone ChIpseq in ESC derived cardiomyocytes and ESCs were obtained from Wamstad and colleagues [24] (Gnomex accession numbers 44R and 7R2).
(TIFF) Click here for additional data file.

S4 Fig Gene expression is not significantly affected in Hira^-/+^ embryonic hearts at E12.5. A subset of genes affected in *Mesp1Cre*;*Hira*^*-/fl*^ hearts was quantified in *Hira*^*+/-*^ mutant hearts using real time PCR. No significant changes were detected in *Hira* heterozygotes.
(TIFF) Click here for additional data file.

S5 Fig HIRA interacts with WHSC1 in the heart at E12.5. 30 embryonic hearts from WT embryos were isolated at E12.5, pooled and immunoprecipitated (IP) with anti-HIRA Wc15 antibody then immunoblotted with anti-WHSC1 antibody. Presence of HIRA in the IP was verified using anti-HIRA Wc119 antibody.
(TIFF) Click here for additional data file.

S1 Table Genes identified through RNAseq with a significant decreased expression in *Mesp1Cre;Hira*^*-/fl*^ embryonic hearts at E12.5. (TIFF) Click here for additional data file.

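Among the 170 genes downregulated at E12.5, *Ddx4* fell most by the fitted fold change, from 2.48 ± 1.27 to 0.460 ± 0.309 CPM (log2 fold change -2.42, SE 0.51, adjusted p = 0.0215, edgeR). After *Lyve1* came *Fabp4*, a fatty acid binding protein of endothelial cells, from 14.2 ± 7.69 to 3.18 ± 1.73 (log2 fold change -2.15, adjusted p = 0.0180), *Rgs8* (log2 fold change -2.01, adjusted p = 0.0134) and *Matn4* (log2 fold change -1.89, adjusted p = 0.00663). In all 5 genes the 3 mutant libraries were lower than the 3 control libraries. Of these, *Ddx4*, *Fabp4* and *Rgs8* each had a fit without 1 library in which the adjusted p rose above 0.05, up to 0.0755, 0.0591 and 0.0548. *Fabp4* at E11.5 had a log2 fold change of -1.11 (adjusted p = 0.518) and *Matn4* of -2.43 (adjusted p = 0.202), and the difference between stages was not past the threshold for either gene.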

S2 Table Genes identified through RNAseq with a significant increased expression in *Mesp1Cre;Hira*^*-/fl*^ embryonic hearts at E12.5. Presented here are genes with the lowest p-value. The fold change is presented here as an absolute value. Test applied: Mann-Whitney unpaired, Benjamini Hochberg FDR, p ≤ 0.05, FC ≥ 1.5. The complete list can be accessed with at the GEO database under accession number GSE79937.
(TIFF) Click here for additional data file.

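Among the 201 genes upregulated at E12.5, those with the largest rises were expressed at low levels. *Pla2g1b* had 0 to 2 reads in each control library, so only a bound can be given, and it was at least 5.24-fold higher in mutant hearts (adjusted p = 0.0158, edgeR). *Etv2*, a transcription factor of endothelial and blood progenitors, rose from 0.608 ± 0.442 to 5.55 ± 1.72 CPM (log2 fold change 3.19, SE 0.45, adjusted p = 0.00422). *Ckmt1*, a mitochondrial creatine kinase, rose from 1.50 ± 0.792 to 13.2 ± 2.16 (log2 fold change 3.14, SE 0.30, adjusted p = 9.52e-04). *Prph* (log2 fold change 2.93, adjusted p = 0.00245) and *Wfdc2* (log2 fold change 2.88, adjusted p = 0.00265) came next. All 3 mutant libraries exceeded all 3 control libraries in each of these 5 genes. Leaving out 1 library raised the adjusted p of *Pla2g1b* to as much as 0.0506, and in these fits the other 4 genes stayed past the thresholds. At E11.5, *Ckmt1* had a log2 fold change of 2.53 (adjusted p = 0.0934) and *Prph* of 2.68 (adjusted p = 0.0950), with the mutant hearts above the controls there too.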

S3 Table Gene Ontology terms obtained from RNAseq. GO analysis of the genes significantly dysregulated in *Mesp1Cre;Hira*^*-/fl*^ embryonic hearts that have an over-representation of one or more GO terms that pass the cut-off p-value of 10^−4^. Terms relating to contractility and myofibril structure are highlighted in orange.
(TIFF) Click here for additional data file.

S4 Table Primers used for qRT-PCR. (TIFF) Click here for additional data file.

S5 Table Primers used for qChIP. (TIFF) Click here for additional data file.

S1 Video 1: Transverse reconstruction of an OPT scan of *Mesp1Cre;Hira*^*+/fl*^ and *Mesp1Cre;Hira*^*-/fl*^ embryonic trunks at E15.5 with the VSD indicated. 2: 3D reconstruction of the PT in *Nkx2*.*5Cre;Hira*^*+/fl*^ and *Nkx2*.*5Cre;Hira*^*-/fl*^ embryonic hearts at E15.5. 3: Beating ESCs observed in differentiation experiment.
(7Z) Click here for additional data file.

## Abbreviations

ASD: Atrial Septal Defect
AVSD: Atrioventricular septal defect
ChIP: Chromatin Immunoprecipitation
ChIPseq: ChIP followed by sequencing
ESC: Embryonic stem cell
EC: Endothelial cells
EMT: Endothelial to mesenchymal transition
FHF: First heart field
GO: Gene ontology
H&E: Haematoxylin and Eosin
HUCA: HIRA/UBN1/CABIN1/ASF1a complex
ISH: *In situ* hybridization
cNCC: Cardiac neural crest cell
OFT: Outflow tract
OPT: Optical projection tomography
PT: Pulmonary trunk
qChIP: Quantitative Chromatin Immunoprecipitation
qRT-PCR: Quantitative real-time PCR
RT: Room temperature
SHF: Second heart field
TES: Transcriptional end site
TSS: Transcriptional start site
*TTe*: *Tnni2-Tnnt3* enhancer
VSD: Ventricular septum defect

How the deposited data were processed for this re-analysis (not part of the article)

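RNA-seq of embryonic hearts was analysed at 2 stages, E11.5 and E12.5, in *Mesp1Cre*;*Hira* +/fl controls and *Mesp1Cre*;*Hira* -/fl mutants, with 3 libraries in each of the 4 groups. The paper states that paired-end reads from an Illumina NextSeq 500 were aligned with BOWTIE and normalised with the DEseq R package. Its text names no counting program, no annotation and no use of the strand. The ChIP-seq, the qRT-PCR and the gene ontology terms were not analysed here.

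The authors deposited 1 table of values named RPKM for the 12 libraries, with 20368 genes, and 1 comparison of the genotypes per stage, with 19424 of these genes. The authors' comparisons give the average count of each gene in each group, a log2 fold change, a z score, a p-value and an adjusted p-value. These average counts are values of the expected count kind, because a mean can hold a fraction, and were made by the authors by averaging the raw counts of the 3 libraries of a group, per the file headers, and 100% of them are whole after multiplying by 3. The values named RPKM are not RPKM. Each is a whole count multiplied by a factor per gene and a factor per library. The gene factor was a whole number of bases for 100% of genes, and the library factor rose with the total count of the library (Pearson r of their logs 0.984 over the 12 libraries). In RPKM both enter as divisors. The factors were fitted on 9993 genes from the condition that the recovered counts of a group have the deposited average. All recovered counts then lay within 6.96e-09 of a whole number, for 17827 genes, and another 1597 genes had no count in any library. On simulated tables, the counts of 3996 of 3996 genes with reads were recovered. The gene lengths equalled the exonic length of the annotation (GENCODE vM21 on GRCm38) for 904 genes, so the authors used other models for most genes. Of the gene identifiers, 20028 were found in that annotation, and the coordinates of the files are on GRCm38. The deposited table has 944 genes that the comparisons lack, 844 on chromosome X and 42 on chromosome Y, and counts were recovered for 694 of them. A fold change column of the E12.5 comparison matched its own average counts for 4248 of 19424 genes and held no number for 3085, so it was not used. Overlapping genes that the authors counted together, 64 in number, hold 0.227% of the counts.

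The design set limma on log2(RPKM + 0.5) as the test for RPKM tables and edgeR's quasi-likelihood test if raw counts were in the tables. It gave this switch for the comparisons within each stage, and set limma alone for the difference between stages. Because the tables hold counts, edgeR was the main test for the genes changed at each stage and for the difference between stages, and limma on RPKM computed from the recovered counts and lengths became an added alternative. Genes with a mean RPKM of at least 0.5 over the libraries of a fit were tested, and counts were scaled by TMM. Expression levels are in CPM computed with the TMM-scaled library sizes, as mean ± SD over the 3 libraries of a group. A changed gene had a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper. The paper's text also gives a Mann-Whitney test, which with 3 libraries against 3 cannot go under a two-sided p of 0.1. The difference between stages was tested as the mutant effect at E12.5 minus that at E11.5 over all 12 libraries. Standard errors of log2 fold changes were derived from edgeR's F statistic. Single genes have an exact two-sided permutation test of 3 against 3 beside the model.

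The genes named are every gene the paper names from its expression data, the genes of the HIRA complex and of H3.3, the genes next to the enhancer between *Tnni2* and *Tnnt3*, and at each stage the 5 largest rises and the 5 largest falls among changed genes whose mutant libraries all lie on the same side of all control libraries. Other genes named were chosen after their values were seen. The 8 lists of marker genes (skeletal muscle, cardiac sarcomere, erythroid, epicardium and mesothelium, endocardium and lymphatic, cushion mesenchyme, macrophage and liver) were tested with limma's camera, with a preset correlation of 0.01, and with fry beside it, on log2(RPKM + 0.5). The lists and the tests on them at each stage were set with the design.

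Total counts per library on the genes of the comparisons ran from 11994148 to 17483982. Reads of 1 library are not independent of how it was made, so counting error gives only the lower limit of the error, and the spread between libraries was used throughout. Each embryo was called male when 4 Y-linked genes together had at least 100 counts. The replicate numbers carry no stated pairing. Alternatives set with the design were no filter on low counts, a mean RPKM of at least 5, median-ratio scaling, DESeq2 with its size factors, no fold threshold, all 12 libraries in one fit, the replicate number as a block, pseudocounts of 0.1 and 1, eBayes without trend, quantile normalization, and each library left out in turn. Because the main test became edgeR, the pseudocounts, eBayes without trend and quantile normalization were run with limma in its place. Alternatives added later were limma on log2(RPKM + 0.5), limma on the values as deposited, library totals in place of TMM, a sex term, and the removal of each library's trend with gene length.

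On simulated counts for 12256 genes with 200 changed, edgeR called 199 of the changed genes and 3 others, limma 196 and 8 others, and DESeq2 198 and 4 others. With nothing changed, edgeR called 0. The test of the difference between stages called 185 of 200 changed genes and 10 others. Shares called in a simulation depend on the sizes of change and the spread between libraries that were put in. They do not give the power of these tests on the hearts, so a lack of calls there does not show a lack of differences. A simulated list of 20 changed genes was called by camera and by fry, and an unchanged list by neither. In the hearts camera called lists that fry did not, and the simulated lists cannot decide between them. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.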

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

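The tests that weigh explanations in this part were chosen after the result was seen. So were the test of the difference between stages for gene lists and the tests of X-linked genes. The tests of gene lists at each stage were set with the design. The difference between stages for single genes was set too, with limma, which edgeR replaced.

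Macrophage genes were lower in mutant hearts at both stages, in data the paper does not report on. Of a list of 20 macrophage markers, 15 were tested, 4 have a mean of at least 10 CPM in these hearts, and the paper names none of them. The median log2 fold change on log2(RPKM + 0.5) was -1.19 at E11.5, with 15 of 15 genes lower (camera, adjusted p = 3.85e-16), and -0.69 at E12.5, with 14 of 15 lower (camera, adjusted p = 1.49e-08). With fry the adjusted p were 0.102 and 0.0955, and with an estimated correlation camera called 0 lists at either stage, so neither call holds under these tests. The mutant libraries all lay under the controls for 11 of the 15 genes at E11.5 and for 9 at E12.5, where chance gives 10% in either direction, and 7 were past the thresholds at E12.5. *Csf1r*, an abundant gene of the list chosen after its values were seen, went from 34.6 ± 5.45 to 20.9 ± 4.65 CPM at E12.5 (log2 fold change -0.73, adjusted p = 0.0251, edgeR). The median of the fitted log2 fold changes at E11.5 was -1.84. It ran from -2.10 to -1.22 over the fits that left out 1 library, the latter without the first control library, and was -0.98 with limma and a pseudocount of 1. Less blood in the mutant samples would lower red cell genes too. At E11.5 the erythroid list had a median of 0.40, which argues against it at that stage, and with a sex term its fitted median of -0.11 stayed far from the -1.40 of the macrophage list. At E12.5 the erythroid list fell as well, with a median of -0.56 and 22 of 24 genes lower, so less blood remains possible there. With the trend of gene length removed, the list's median nearest to 0 at the 2 stages was still -0.66. Fewer macrophages in the mutant hearts would need most markers to fall together. That 14 fell at E12.5 is the pattern itself and so cannot test this explanation, which stays open as a hypothesis found on the same libraries. Lower expression within macrophages was not tested, and sex overlaps with genotype at E11.5. Of the 10 splits of each stage's libraries, 2 gave as many lists past the threshold at E11.5 and 4 at E12.5, and 10 splits can never give a share under 0.1, so neither count of lists can be told apart from one that regrouping the libraries gives.

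Some genes and lists moved in opposite directions at the 2 stages, although the mutant effect differed between stages for 0 single genes after adjustment, with 552 at an unadjusted p under 0.05. By camera, 5 lists had a difference between stages, with medians on the log2 scale of -1.03 for erythroid (adjusted p = 4.60e-27), 0.72 for epicardium and mesothelium (adjusted p = 9.47e-14), 0.46 for macrophage, 0.33 for skeletal muscle and -0.24 for endocardium and lymphatic. The differences of cushion mesenchyme (0.14), cardiac sarcomere (0.10) and liver (0.30) did not pass. The 3 smaller ones past the threshold leaned on single libraries of E11.5: macrophage was at 0.27 without control 1, 0.78 without control 2 and 0.31 without mutant 2, skeletal muscle at 0.21 without control 3, and endocardium and lymphatic at -0.37 without control 2, -0.11 without control 3 and -0.12 without mutant 2. Of the E12.5 libraries, leaving out control 1 gave 0.22 for skeletal muscle, and leaving out mutant 2 gave -0.13 for endocardium and lymphatic. With fry the smallest adjusted p was 0.0527 and 0 lists passed, as with an estimated correlation. The erythroid median went from 0.40 at E11.5, with 21 of 24 genes higher, to -0.56 at E12.5, with 22 lower. *Hba-a1* (difference in log2 fold change -1.04), *Hbb-b1* (-1.89) and *Krt7* (1.09, an epicardial and mesothelial gene) had every mutant library on one side of the controls at E11.5 and on the other side at E12.5. The adjusted p of these differences in edgeR were 0.256, 0.278 and 0.256, so they fail the adjustment. With DESeq2 they were 0.00626, 0.00291 and 0.00422, within ranges over the alternatives that reached 1.00, 0.836 and 1.00. Reads of the globin genes can be shared with their near-identical copies, which keeps the value of each uncertain. A bias with gene length is argued against for the epicardial list, whose difference was 0.69 with the trend removed, while that of the macrophage list fell to 0.19. Regrouping the libraries is not excluded for the lists, because 29 of 100 drawn pairs of splits gave as many. For single genes the count over splits decides nothing, since the real split gave 0 and all 60 drawn splits reach that. Sex matters here, as the controls at E11.5 were all male: with a sex term the median fitted log2 fold change of the erythroid genes at E11.5 went from 0.46 to -0.11, whereas that of the epicardial and mesothelial genes went from -0.57 to -0.83, further from their 0.15 at E12.5 with the same term. With the same term the erythroid median at E12.5 was -0.64, so the medians of this list then had the same sign at both stages. The value at E11.5 rests on 1 male mutant heart. The opposite directions of the erythroid list could therefore arise from the embryos sampled at E11.5 or from the stage. The difference of this list between stages did not pass with fry (adjusted p = 0.0527), and it was not fitted with a sex term, so these were not told apart.

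X-linked genes, which the authors' comparisons leave out, were changed at E12.5. Of 441 tested, 10 passed the thresholds, 6 higher and 4 lower, and 101 had an unadjusted p under 0.05. *Nxf7* rose most (log2 fold change 2.18, SE 0.25, adjusted p = 0.00158, edgeR), and *Alas2*, a red cell gene, fell most (log2 fold change -1.40, SE 0.19, adjusted p = 0.00290). The others were *3830403N18Rik*, *Map3k15*, *Tceal7*, *Rhox5*, *Plac1*, *Xk*, *Slitrk4* and *Srpx*, all named after their values were seen. In each of the 10 genes the 3 mutant and 3 control libraries did not overlap. Different numbers of male and female embryos are argued against at E12.5, where each genotype had 1 male heart, and the same 10 genes passed both without and with a sex term. At E11.5 the groups differ in sex, and 0 X-linked genes passed both ways, with 1 without the term (*Nxf7*) and 3 with it of 437 tested, and with 43 and 112 at an unadjusted p under 0.05, so sex and genotype cannot be told apart for the X-linked genes of that stage. An effect of the genotype at E12.5 stays open as a hypothesis, beside differences between the embryos that were not tested.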

How the results depend on the processing

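The sets of genes and lists, the tests and 11 of the alternatives were fixed before the data were examined, together with the fits that leave out 1 library. For the difference between stages the test so fixed was limma, which edgeR replaced. The alternatives with limma on log2(RPKM + 0.5), the values as deposited, library totals, a sex term and the gene length trend removed were added after the data were examined, and so were the difference between stages for gene lists and the fits of X-linked genes. No test in this part was chosen after the result was seen beyond these. All alternatives were run, but those that exist only on the log scale (the pseudocounts, eBayes without trend and quantile normalization) were run with limma in place of edgeR, so 2 choices change together there.

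The number of genes changed at E11.5 depended most on the processing. It was 14 in the main comparison, 73 with no filter on low counts, 6 with a mean RPKM of at least 5, 248 with DESeq2 and its size factors and 224 with all 12 libraries in one fit. It was 26 with limma and a pseudocount of 1, 35 with limma and eBayes without trend, 27 with limma on log2(RPKM + 0.5), 39 with a sex term and 64 with the gene length trend removed. It ran from 0 to 15 over the 6 fits that left out 1 library, with 0 without control 1, control 3, mutant 1 or mutant 2, 8 without control 2 and 15 without mutant 3. The 14 genes were all among those called by DESeq2, by the fit of all 12 libraries and with the length trend removed, and 6 of them were among those called with the sex term. Fewer genes tested lowers the count under the filter at 5. For the other settings the cause was not tested. In the fit with the sex term, the genotype effect at E11.5 rests on 1 male mutant heart.

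At E12.5 the 371 changed genes became 161 with a mean RPKM of at least 5, 628 with no fold threshold and 122 with all 12 libraries in one fit, and these 161 and 122 genes were all among the 371. Over the 6 fits that left out 1 library the count ran from 186 (without control 1) to 383 (without control 3), and it was 221 without mutant 1 and 240 without control 2. The remaining alternatives gave between 276 and 494 genes, within 1.5 times the main count. Of the 371, 360 were also called by DESeq2, 296 by limma on log2(RPKM + 0.5) and 357 with library totals in place of TMM.

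The share of changed genes at E12.5 that were lower in mutant hearts, 45.8%, was 39.1% with limma and a pseudocount of 1. On the values as deposited it was 65.1%, with 259 lower and 139 higher, against 170 lower and 201 higher in the main comparison. Without 1 library it ran from 37.1% (without mutant 2) to 53.8% (without mutant 1).

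Genes changed in the same direction at both stages numbered 9 in the main comparison, 49 with no filter on low counts, 3 with a mean RPKM of at least 5, 106 with DESeq2, 53 with all 12 libraries in one fit, 14 with limma on log2(RPKM + 0.5) and with a pseudocount of 1, 22 with a sex term and 37 with the length trend removed. Leaving out 1 library gave from 0 to 10, with 0 for the same 4 libraries of E11.5 as above, 3 without E11.5 control 2 and 5 without E12.5 mutant 1. The mutant effect differed between stages for 0 genes in the main comparison, with 552 at an unadjusted p under 0.05, for 43 with DESeq2 and for 0 to 10 without 1 library, the 10 without E11.5 mutant 3. The cause was not tested for these counts.

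Contractile fibre genes changed at E12.5 numbered 7 in the main comparison and 4 with all 12 libraries in one fit, and between 5 and 8 without 1 library. Cardiac development genes changed at E12.5 also numbered 7, and 4 with a mean RPKM of at least 5, where *Lyve1*, *Ramp1* and *Scn7a* gave no value, and 7 or 8 without 1 library. Of the 8 lists of marker genes, 5 passed at E11.5, 5 at E12.5 and 5 for the difference between stages with camera, and 0 in each case with fry and with camera at an estimated correlation. Without 1 library these counts ran from 4 to 6, from 4 to 7 and from 4 to 6.

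The replicate number as a block gave 96 genes at E11.5, 445 at E12.5, 50 changed in the same direction at both stages, and 7 lists at E12.5. The numbers do not pair the libraries: the deviations of control and mutant libraries with the same number from their group means correlated at -0.0492, 0.440 and 0.298 at E11.5 and at 0.0248, 0.0597 and 0.00964 at E12.5.

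Single genes were followed through 1202 values under the alternatives set beforehand, of which 1111 kept their direction and their side of the threshold, 38 became weaker, 50 stronger and 3 reversed. Under the added alternatives 524 of 568 were the same, 20 weaker, 12 stronger and 12 reversed, and without 1 library 580 of 695 were the same, 91 weaker, 5 stronger and 19 reversed. All reversed values belong to genes that were not called at that stage in the main comparison, and the cause was not tested. *Hira* at E12.5 (log2 fold change -0.01) was at 5.34e-05 with limma on log2(RPKM + 0.5) and with eBayes without trend, at 0.000374 with a pseudocount of 0.1, at 0.0123 with quantile normalization and at 0.0319 with the length trend removed, and from -0.14 to 0.10 without 1 library. With the sex term at E11.5, *Lsp1* was at 0.0776, *Slc4a1* at -0.31, *F11r* at -0.22, *Prox1* at -0.66, *Myh6* at -0.11, *Myh7* at -0.0420 and *Nkx2-5* at 0.34. On the values as deposited, *F11r* was at -0.0539 and *Myh7* at -0.0193 at E11.5, and *Gata4* at -0.0393 at E12.5. Leaving out 1 library at E11.5 moved *Lsp1* between -0.20 and 0.0521, *Tbx3* between -0.51 and 0.21, *F11r* between -0.0376 and 0.20, *Prox1* between -0.0520 and 0.54, *Myh6* between -0.0293 and 0.60, *Nkx2-5* between -0.26 and 0.0688 and *Tbx5* between -0.48 and 0.11. At E12.5 it moved *Myh6* between -0.15 and 0.40, *Myh7* between -0.24 and 0.0145 and *C1qb* between -0.47 and 0.00836.

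Depth limits the genes with few reads, such as *Pla2g1b*, whose control libraries at E12.5 hold less than 1 CPM on average. With 3 libraries per group, the exact permutation test of a single gene cannot go under a p of 0.1.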

Differences from the paper's values

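No test in this part was chosen after the result was seen, and alternatives added after the data were examined are named as such.

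The paper gives 156 changed transcripts at E11.5, and 14 genes were changed in the counts. Of the alternatives set before the data were examined, the fit of all 12 libraries, with 224 genes, came within 1.5 times the paper's value. DESeq2, with 248, the replicate block, no filter on low counts, with 73, and the remaining ones did not, nor did those added later. The authors' deposited comparison has 143 genes past the thresholds at E11.5 and 355 at E12.5 by the authors' average counts and adjusted p-values, counts that also differ from those in the paper's text, and the 14 genes are among the 143.

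The paper states that less than 2% of the genes expressed at E12.5 changed, and 3.03% of the 12256 genes tested did here. The numbers of changed genes are close, 371 here and 355 in the authors' deposited comparison. The paper's text does not name its limit for an expressed gene, so the shares may have unlike denominators. Of the alternatives set before the data were examined, a mean RPKM of at least 5 (1.82%), all 12 libraries in one fit (0.996%) and the fits without control 1 (1.52%), control 2 (1.95%) or mutant 1 gave less than the paper's limit. Others lay above it by less than 1.5 times: no filter on low counts (2.94%), median-ratio scaling (2.94%), limma with a pseudocount of 0.1 (2.82%), with a pseudocount of 1 (2.25%), with eBayes without trend (2.25%) and with quantile normalization (2.58%), and the fits without mutant 2 (2.33%) or mutant 3 (2.31%). DESeq2, no fold threshold, the replicate block and the fit without control 3 lay further above it. Limma on log2(RPKM + 0.5), the values as deposited and the length trend removed, all chosen after seeing the values, lay above it by less than 1.5 times.

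Genes higher at both stages number about 40 in Fig 3A, read by eye, and 5 here. No filter on low counts (32), all 12 libraries in one fit (33) and the replicate block came within 1.5 times of it, and the other alternatives set before the data were examined did not. Genes lower at both stages number about 30 in Fig 3A, read by eye, and 4 here. DESeq2 (41) and all 12 libraries in one fit (20) came within 1.5 times of it, and the others set before the data were examined did not.

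The paper names *Tnni2* as the gene with the largest rise. By the fitted fold change at E12.5 it was the 7th of 201 here, by p-value it ranked 1, and it ranked 1 by fold change among the 95 upregulated genes with a mean RPKM of at least 5. The paper counts *Tnnt3* as upregulated, and its adjusted p at E12.5 was 0.118 here, from 2.77e-09 to 0.330 over the alternatives. It passed with no filter on low counts, with the replicate block and without control 3, and with the values as deposited and with a sex term, both chosen after seeing the values. The paper finds no change in *Lsp1*. It was higher in all 3 mutant libraries at E12.5 here, with a log2 fold change of 0.38 and an adjusted p of 0.0438, from 0.00756 to 0.841, and passed only with no fold threshold.

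Among the 11 cardiac development genes the paper calls changed, *Atp1b1*, *Prox1*, *Nrp2* and *Tbx3* did not pass both thresholds here, with log2 fold changes of -0.46, -0.44, -0.54 and -0.55. *Atp1b1*, *Prox1* and *Tbx3* did not pass in the authors' deposited comparison at E12.5 either, while *Nrp2* did. *F11r* and *Gata5*, called here, were under the fold threshold there. *Atp1b1* and *Prox1* passed with no fold threshold alone, *Nrp2* with that, without control 3 and without mutant 3, and *Tbx3* under no setting. The table in Fig 3A gives 13 genes as changed, and *Isl1* and *Pdgfra* passed at neither stage under any setting, nor in the authors' deposited comparisons. At E11.5 none of the 13 passed here, with 10 at an unadjusted p under 0.05. Of the 13, *Tnni2*, *Epha3*, *Ramp1* and *Acta1* passed in the authors' deposited comparison at E11.5. *Tnni2* passed at E11.5 with no filter on low counts, DESeq2, all 12 libraries, the replicate block and quantile normalization, *Epha3* and *Ramp1* with the former 4 of these, *Acta1* with no filter on low counts, DESeq2 and the replicate block, *Casq1* and *Tnnt3* with DESeq2 and the replicate block, and *Krt19* with DESeq2. Of the settings chosen after seeing the values, the length trend removed called *Tnni2*, *Epha3*, *Ramp1*, *Acta1* and *Krt19* at E11.5, and the values as deposited and the sex term called *Tnni2*.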

Other observations

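The tests in this part were chosen after the result was seen, apart from the tests of genes and of marker lists at each stage, the counts over other splits for the contractile fibre and cardiac development genes and the count of calls around *Hira*.

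Other splits of the libraries were fitted in the same way. At E12.5 the 371 genes of the real split were more than any of the other splits gave (1 of 10 splits), and the same held for the contractile fibre genes (1 of 10) and the cardiac development genes (1 of 10), although 10 splits can never give a share under 0.1. For the genes changed in the same direction at both stages, 1 of 100 drawn pairs of splits, the real pair, gave as many. At E11.5, 2 of 10 splits gave 14 genes or more. The other of these set control libraries 1 and 3 and mutant library 3 against control library 2 and mutant libraries 1 and 2. It gave 326 genes, with 2920 at an unadjusted p under 0.05, while the remaining 8 splits gave 0. With the trend of gene length removed it gave 54 genes and the real split 64, so such a trend between libraries may account for its excess over the genotype. The remaining splits gave 0 then as well, which argues against the trend as the whole cause of the 54 genes it still gives. Sex of the embryos is argued against too, since the other 2 splits across genotypes that part the sexes as far gave at most 0 genes. Different developmental progress of the embryos could contribute. The difference across this split within a genotype followed the change from E11.5 to E12.5 in the other genotype at a given gene length, with Spearman correlations across genes of 0.118 and 0.309. Genes are not independent replicates, and this remains a hypothesis.

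Tissue of skeletal muscle in the mutant samples was weighed for *Tnni2* and *Tnnt3*. Such tissue would bring the other abundant transcripts of skeletal muscle. Over 29 genes of the skeletal muscle list, without the gene shared with the cardiac list, the median rise from control to mutant hearts at E12.5 was 0.431 CPM, against 282 for *Tnni2* and 21.4 for *Tnnt3*. *Mylpf* was at 12.2 CPM in control and 13.8 in mutant hearts, and *Ckm* was lower in mutant hearts. *Tnnc2* rose by 0.431, *Myh3* from 0.401 to 4.54, *Ryr1* from 0.877 to 3.86, *Myog* from 0.635 to 1.49 and *Myod1* from 0.0978 to 0.627. None of the 29 genes rose as far as *Tnni2*, and among them *Myl1*, with 134, rose further than *Tnnt3*. *Acta1* (208 to 375 CPM) and *Casq1* (284 to 565), which are not on this list, also rose further than *Tnnt3*, and *Casq1* about as far as *Tnni2*. The study picked them as changed in these libraries, and control hearts already express them, so they do not test for added tissue. For *Tnni2*, 28 of the 29 genes rose by less than 10% of its rise, which argues against skeletal muscle tissue as its source. For *Tnnt3* this held for 23 of the 29, and with *Myl1* rising further and *Myh3* rising too, a share of such tissue cannot be told apart from a rise in heart cells. The paper's in situ hybridization on E12.5 sections placed the higher *Tnni2* in mutant heart tissue, above all the ventricular free wall. Whole-heart counts cannot locate the rise, so regulation of *Tnni2* in heart cells stays a hypothesis here, as the paper proposes.

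*Lyve1* fell by more than any gene of the macrophage list at E12.5, where the largest fall was -1.30 (*Mrc1*) on the log2 scale, a gap of 3.78 standard errors. If the list's markers are confined to macrophages, this argues against an equal loss of all macrophages as the whole cause of the lower *Lyve1*. A larger loss of the macrophages that express *Lyve1* stays open, as does a change in other cells that express it.

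Erythroid genes were lower in mutant hearts at E12.5, with 22 of 24 genes lower, 11 past the thresholds, and a list median of -0.56 (camera, adjusted p = 7.12e-11; fry, adjusted p = 0.137). *Slc4a1*, which the paper counts among contractile fibre genes, moved with them. Less blood in the mutant samples as the whole cause would lower these genes alike only if no other cells expressed them. That was not tested. From a common log2 fall of -0.67, their squared deviations were 5.61 times their squared standard errors per degree of freedom. The values ran from -1.66 to 0.23. This spread therefore cannot decide for or against less blood as the whole cause. Gene length bias is argued against, as the median was -0.58 with the trend removed. The median of the fitted log2 fold changes was -0.69, and -0.44 without the third control library. Of the list's 28 genes, 21 have a mean of at least 10 CPM in these hearts, and none is named by the paper. Less blood, alone or together with a change in red cells, could remain.

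Variants of the strain of origin that flank the targeted *Hira* allele are argued against as a source of the changed genes at E12.5. Within 20 megabases of *Hira*, 4 of 250 genes tested were changed (1.60%), against 3.03% of all genes (one-sided Fisher's exact test, p = 0.948). Gene length bias as the whole cause of the calls at E12.5 is argued against as well, since 321 of the 371 genes were still called with the trend removed.

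On the values as deposited, more of the genes changed at E12.5 were lower than higher, with 259 lower and 139 higher. The table holds another unit than its name says, with a factor per library that follows depth (Pearson r of the logs 0.984), and this is a candidate explanation for the shift.

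The other lists of marker genes were tested with camera at each stage. At E12.5 the cushion mesenchyme list had a median log2 fold change of -0.19 (adjusted p = 0.00105, 17 of 21 genes lower), the epicardium and mesothelium list 0.14 (adjusted p = 0.00105, 15 of 17 higher) and the skeletal muscle list 0.23 (adjusted p = 0.0170, 13 of 16 higher). The cardiac sarcomere list, at 0.10 (adjusted p = 0.0734), the endocardium and lymphatic list, at 0.09 (adjusted p = 0.310), and the liver list, at 0.45 (adjusted p = 0.0700, 8 genes tested), did not pass. At E11.5 the lists past the threshold besides macrophage and erythroid (adjusted p = 3.71e-07) were epicardium and mesothelium, at -0.48 (adjusted p = 5.86e-07, 16 of 17 lower), cushion mesenchyme, at -0.34 (adjusted p = 8.29e-05, 17 of 21 lower), and endocardium and lymphatic, at 0.20 (adjusted p = 0.000301, 18 of 22 higher). Skeletal muscle, at -0.14 (adjusted p = 0.137), cardiac sarcomere, at -0.02 (adjusted p = 0.891), and liver, at 0.17 (adjusted p = 0.588), did not pass. None of these calls held under fry, whose smallest adjusted p at either stage was 0.0955, or under an estimated correlation. The numbers of genes with a mean of at least 10 CPM in these hearts were 24 of 25 for cardiac sarcomere (2 also named by the paper), 15 of 18 for epicardium and mesothelium, 19 of 23 for endocardium and lymphatic, 17 of 21 for cushion mesenchyme (1 also named by the paper), 7 of 31 for skeletal muscle (1 also on the cardiac list) and 2 of 18 for liver. Medians of the fitted log2 fold changes moved with single libraries. At E12.5, without control 3, epicardium and mesothelium went from 0.14 to 0.25 and skeletal muscle from 0.23 to 0.47, and without mutant 1 skeletal muscle went to 0.37. At E11.5, epicardium and mesothelium went from -0.57 to -0.34 without mutant 3, cushion mesenchyme from -0.33 to -0.51 without mutant 1 and to -0.18 without mutant 2, and endocardium and lymphatic from 0.26 to 0.44 without control 2 and to 0.09 without mutant 2. On the values as deposited the epicardial median at E12.5 was 0.02. The medians of the lists that did not pass changed direction or moved as far under several settings.

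At E11.5 the large rises among the changed genes included *Hcn2* (log2 fold change 2.90, adjusted p = 0.0411, edgeR), *Sost* (1.94), *Krt80* (1.48) and *Gas6* (1.27). The largest falls were in *Msr1* (-3.49, adjusted p = 0.0249), *C1qb* (-2.67), *Art1* (-2.16), *Kcnd2* (-1.98) and *Fmod* (-1.56). All 3 mutant libraries lay on the same side of all 3 controls for each of these 9 genes. *C1qb* belongs to the macrophage list, and at E12.5 its log2 fold change was -0.25 (adjusted p = 0.589). Each of the 9 lost its call in at least 4 of the fits that left out 1 library.

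Of 10 genes tested of the HIRA complex, its partner chaperones and histone H3.3, 0 were changed at either stage, and 0 at E11.5 and 4 at E12.5 had an unadjusted p under 0.05. *H3f3b*, which encodes H3.3, had an adjusted p of at most 0.05 at E12.5, at 308 ± 12.6 CPM in control and 428 ± 4.68 in mutant hearts (log2 fold change 0.47, SE 0.07, adjusted p = 0.00475, edgeR), higher in all 3 mutant libraries and under the fold threshold.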
